# TDP-43 enhances translation of specific mRNAs linked to neurodegenerative disease

**DOI:** 10.1093/nar/gky972

**Published:** 2018-10-24

**Authors:** Nagammal Neelagandan, Giorgio Gonnella, Stefan Dang, Philipp C Janiesch, Katharine K Miller, Katrin Küchler, Rita F Marques, Daniela Indenbirken, Malik Alawi, Adam Grundhoff, Stefan Kurtz, Kent E Duncan

## Abstract

The RNA-binding protein TDP-43 is heavily implicated in neurodegenerative disease. Numerous patient mutations in *TARDBP*, the gene encoding TDP-43, combined with data from animal and cell-based models, imply that altered RNA regulation by TDP-43 causes Amyotrophic Lateral Sclerosis and Frontotemporal Dementia. However, underlying mechanisms remain unresolved. Increased cytoplasmic TDP-43 levels in diseased neurons suggest a possible role in this cellular compartment. Here, we examined the impact on translation of overexpressing human TDP-43 and the TDP-43^A315T^ patient mutant protein in motor neuron-like cells and primary cultures of cortical neurons. In motor-neuron like cells, TDP-43 associates with ribosomes without significantly affecting global translation. However, ribosome profiling and additional assays revealed enhanced translation and direct binding of *Camta1, Mig12*, and *Dennd4a* mRNAs. Overexpressing either wild-type TDP-43 or TDP-43^A315T^ stimulated translation of *Camta1* and *Mig12* mRNAs via their 5′UTRs and increased CAMTA1 and MIG12 protein levels. In contrast, translational enhancement of *Dennd4a* mRNA required a specific 3′UTR region and was specifically observed with the TDP-43^A315T^ patient mutant allele. Our data reveal that TDP-43 can function as an mRNA-specific translational enhancer. Moreover, since CAMTA1 and DENND4A are linked to neurodegeneration, they suggest that this function could contribute to disease.

## INTRODUCTION

TDP-43 is an RNA-binding protein and a major component of ubiquitinated aggregates in motor neurons that are pathological hallmarks of two related neurodegenerative diseases: Amyotrophic Lateral Sclerosis (ALS) and Frontotemporal Dementia (FTD) (1–3). In support of a causal link between altered TDP-43 function and disease, numerous patient mutations have been identified in the *TARDBP* gene, which codes for TDP-43 (4,5). Nevertheless, most patients do not have TDP-43 mutations, suggesting that altered function of wild-type (WT) TDP-43 may be important in these patients. In healthy cells, TDP-43 is primarily localized in the nucleus, whereas in disease it is significantly increased in the cytoplasm, sometimes concomitant with depletion from the nucleus. Altered TDP-43 localization has also been observed in other neurodegenerative diseases, including Alzheimer’s (6), as well as in traumatic brain injury (7).

Disease models based on altered TDP-43 expression in animals and cultured cells have revealed common features of TDP-43 pathophysiology (8). For example, TDP-43′s RNA-binding activity is essential for toxicity (9) and disease-like symptoms do not depend on formation of aggregates per se (10). While other cells are clearly involved in ALS pathology (11), expression of mutant TDP-43 in motor neurons alone can lead to symptoms (12). Moreover, simply overexpressing WT hTDP-43 at a high enough level can lead to disease symptoms (13) and mutant alleles may lead to higher TDP-43 protein levels (14). Collectively, these studies support a model in which altered regulation of one or more cellular RNAs bound by TDP-43 causes disease (15).

Experiments carried out to study the function of TDP-43 have revealed its direct physical RNA targets in specific cell types, including from diseased tissue (16,17). Collectively, these studies reveal a large number of mRNAs that are directly bound by TDP-43 in the nucleus, with relatively fewer in the cytoplasm, consistent with TDP-43 being mainly a nuclear protein. Pinpointing exactly how TDP-43 contributes to disease remains challenging, since TDP-43 binds to so many RNAs and functions in many aspects of mRNA metabolism, including transcription, splicing and stability (16,17). A key unresolved issue is whether disease results from loss of nuclear function, gain of cytoplasmic function, or some combination of the two (18). Several studies show that pre-mRNA splicing is altered in disease, supporting the notion that loss of nuclear TDP-43 and associated effects on splicing would be a major disease driver (16,17,19). However, a later study with new mouse models showed that ALS disease symptoms can occur without any reduction in TDP-43 nuclear levels (10). Interestingly, this study also revealed that mild overexpression of hTDP-43 protein could lead to both loss- and gain-of-function effects on splicing of specific pre-mRNAs and identified mutant-specific events in mice expressing the patient mutant hTDP-43^Q331K^ protein at a similar level to hTDP-43. Nevertheless, despite significant progress, how exactly altered RNA regulation by TDP-43 causes disease remains unclear. The observation that overexpression of either WT or patient variants of TDP-43 in motor neurons can cause disease-like symptoms is consistent with a gain-of-function mechanism. Moreover, the dramatic increase in cytoplasmic TDP-43 levels in affected patient neurons highlights a likely cytoplasmic contribution.

Potential cytoplasmic roles for TDP-43 in disease would include effects on mRNA localization, stability, or translation. In support of a role in localization, axonal mRNA transport rates can be reduced by expression of mutated TDP-43 (20), suggesting that altered mRNA transport could contribute to disease. TDP-43 depletion has been shown to affect levels of many mRNAs in both cultured cells (21) and mouse brain (17). It is not clear for most of these mRNAs whether changes in levels reflect altered transcription or direct effects of TDP-43 on mRNA stability. However, pre-mRNAs with long introns bound by TDP-43 seem to be particularly sensitive to loss of TDP-43, leading to reduced cytoplasmic levels of the corresponding mRNAs (17). The extent to which overexpression of mutant or WT TDP-43 affects mRNA levels is not clear. Although only a few studies have provided evidence for a functional role for TDP-43 in translation, dysregulation of mRNA translation in neurons has been suggested to be important in ALS (22) and is implicated in other forms of neurodegeneration (recently reviewed in (23)). Thus, in principle, cytoplasmic TDP-43 could contribute to neurodegenerative disease by affecting mRNA translation.

Previous studies with cultured cells implicate TDP-43 in translational control. Knocking down TDP-43 in neuronal and non-neuronal cell lines led to a global increase in translation, through an indirect mechanism involving alternative splicing of the exon junction complex component, SKAR (24). In addition, inducing cellular stress with sodium arsenite was reported to lead to TDP-43 association with stalled ribosomes, suggesting that TDP-43 might regulate translation during stress (25). Indirect evidence that cytoplasmic TDP-43 might directly regulate translation of specific mRNAs comes from CLIP-Seq experiments demonstrating that TDP-43 binds to many mRNAs in their 3′UTR, a major region for translational control by RNA-binding proteins (16,17). In *Drosophila*, TDP-43 negatively regulates translation of *futsch* (26) *and hsc 70-4* (27). Two studies in cultured mammalian neurons also provide additional evidence for translational repression by TDP-43 of *Rac1, Map1b* and *GluR1* (*GluA1*) mRNAs (28,29). These directed studies with individual mRNAs indicate that TDP-43 represses translation of specific mRNAs under some circumstances. They also motivate a broader investigation of TDP-43′s impact on translation and how it might contribute to neurodegenerative disease.

Here, we apply genome-wide ribosome profiling to two cell culture models of the cell types affected in ALS and FTD patients: spinal motor neurons and cortical neurons. In combination with several downstream assays, this enabled us to identify three new translational target mRNAs of the human TDP-43^A315T^ mutant: *Camta1, Mig12 and Dennd4a*. Interestingly, CAMTA1 and DENND4A both have strong links to neurodegenerative disease. We show that TDP-43 directly binds to these mRNAs via crosslink-IP, supporting direct regulation. Moreover, overexpressing either WT hTDP-43 or the TDP-43^A315T^ patient mutant protein could stimulate translation of *Camta1* and *Mig12* 5′UTR reporter mRNAs and led to increased levels of endogenous proteins. In contrast, translational enhancement of *Dennd4a* mRNA was only observed with the patient mutant allele via the 3′UTR. Collectively, our data demonstrate a novel function for TDP-43 as an mRNA-specific translational enhancer and further suggest that this function could be an important component of the disease-causing mechanism.

## MATERIALS AND METHODS

### Animal welfare and approvals

All animal care and experimental procedures were performed according to UKE Animal Research Facility institutional guidelines and conformed to the requirements of the German Animal Welfare Act. Relevant approvals: ORG_765 and G14/003_Zucht Neuro.

### Cell line and primary neuronal culture

MN1 cells (30) were grown in Dulbecco’s modified Eagle’s medium high-glucose GlutaMAX culture medium (Gibco), supplemented with 10% fetal bovine serum, 1% penicillin/streptomycin antibiotics and 2.4% HEPES. MN1 cells were transiently transfected with plasmids using Effectene Transfection Reagent (Qiagen) following the manufacturer’s protocol.

Primary neuronal cultures were prepared from cerebral cortices of E16 mice transgenically expressing *Prp-hTARDBP^WT^* (31) or *Prp-hTARDBP^A315T^* (32). Neurons were grown on dishes or glass coverslips coated with poly-L-Lysine in Primary Neuro Basal Medium (Lonza) supplemented with NSF-1, 1% Penicillin/Streptomycin antibiotics and L- Glutamine. 0.5 μM Cytosine β-D-arabinofuranoside (Ara-C) was added to the culture on days *in vitro* 4 (DIV4) to get rid of the cycling cells. Neurons were cultured for 14 days at 37°C in a 5% CO_2_ environment prior to harvesting for ribosome profiling.

### Plasmids and cloning

pcDNA3-FLAG-Mig12 was kindly provided by Prof. Jay Horton, UT Southwestern Medical Center, Dallas, USA. pcDNA3- mycGFP-Mid1 was a kind gift from Dr Germana Meroni, University of Trieste, Trieste, Italy. pEGFP-C1, -C2 or pcDNA3.1 were used as control plasmids, where indicated. The pEGFP-C2 plasmid containing the sequence for ribosomal protein L10a (pEGFP-L10a) was kindly provided by Prof Nathaniel Heintz (Rockefeller University).

The human TDP-43 plasmids used in this study were generated in a pCMV Sport6 vector backbone with an N-terminal FLAG tag and C-terminal V5 tag. pKM29 contains the WT hTDP-43 coding sequence (CDS) in this context and pKM36 has the A315T mutant. The full-length ORF of human TDP-43 was amplified from human TDP-43 (hTDP-43) clone ID30389805 (Open Biosystems) without a stop codon (to allow the addition of 3′ tags to the protein product) and cloned using SalI and NotI into pCMV Sport 6.1. A FLAG-tag-encoding sequence for the 5′ end and a V5-tag-encoding sequence for the 3′ end were made by oligo annealing and cloned using KpnI/SalI (FLAG) and XbaI/HindIII (V5) into the human TDP-43 containing plasmid. The A315T mutation was introduced into the human TDP-43-containing plasmid using the QuikChange Site-Directed Mutagenesis Kit (Agilent Technologies, Cat No: 200519).

pCMV Sport6-Fluc and pCMV Sport6-Rluc for reporter cloning and dual luciferase assays were generated by subcloning the CDS for Firefly or Renilla luciferase from pMT-Fluc or pMT-Rluc (33) into pCMV Sport 6 using KpnI and XhoI sites.

All UTR Renilla luciferase reporter plasmid constructs were generated by cloning into pCMV Sport6- Rluc. UTR sequences were obtained from the ENSEMBL Mouse GRCm38.p6 database. The short 5′UTR of Camta1 was cloned using an oligo annealing technique; 5′UTRs of *Mig12* and *Dennd4a* were polymerase chain reaction (PCR) amplified from MN1 cDNA and all 5′UTR constructs were cloned with 5′ AvrII and 3′ KpnI restriction sites. The 3′UTR of *Camta1* was PCR amplified from mouse genomic DNA and cloned with 5′ NotI and 3′ MluI restriction sites. 3′UTRs of *Mig12* and *Dennd4a* were PCR amplified from mouse genomic DNA and cloned with 5′ XhoI and 3′ MluI restriction sites. All plasmid sequences were confirmed by Sanger sequencing using at least two primers per plasmid. Cloning primers are listed in Supplementary Table S9.

### Ribosome profiling

The original protocol (34) was followed with few modifications. MN1 cells were treated with 100 μg/ml cycloheximide (CHX) for 3 min before lysis. No CHX treatment was done for primary neurons prior to lysis. Cells were lysed with lysis buffer containing 20 mM Tris–HCl, pH 7.4, 150 mM NaCl, 5 mM MgCl_2_, 1 mM dithiothreitol (DTT) and 100 μg/ml CHX (added freshly) supplemented with 1% (vol/vol) Triton X-100 and 25 U/ml Turbo DNase(Ambion). To lysate containing 1000 μg total protein, 0.075 μl RNaseI (Ambion) was added. Samples were incubated at 25°C in a shaking thermomixer for 45 min. Reactions were stopped by adding 1.5 μl SUPERaseIN (Invitrogen). During RNaseI incubation, fresh sucrose solutions with 50 and 17.5% sucrose were prepared in buffer containing 20 mM Tris–HCl, pH 7.4, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT 100 μg/ml CHX and 20 U/ml SUPERaseIN. The sucrose gradients were generated using the Gradient Master 108 programmable gradient pourer (Biocomp). Samples were then loaded onto sucrose gradients and centrifuged for 2.5 h at 35 000 rpm in a SW40Ti rotor in a Beckman L7 ultracentrifuge (Beckman Coulter). After centrifugation, gradients were fractionated and measured for RNA content using a Piston Gradient Fractionator (Biocomp) attached to a UV monitor (BioRad). Fractions containing monosome peaks were selected for footprint library preparation.

RNA extraction was done using sodium dodecyl sulphate (SDS), acid phenol and PCI followed by isopropanol precipitation. Total RNA was poly(A) selected and fragmented. Both total RNA and footprints were run on a 15% TBE/Urea/polyacrylamide gels (Life Technologies) and size selected by loading 28mer and 34mer marker mix. The fragment of defined size was cut out and library generation was performed as described previously (34). The libraries were multiplexed sequenced on an Illumina HiSeq2500 SR 50 base run.

### Analysis of the ribosome profiling data

For the analysis of the ribosome profiling data, we implemented the open source pipeline Ribopip (http://github.com/stepf/RiboPip). The pipeline is implemented in Ruby and follows the protocol of (34), with minor differences described here.

For all analyses, we used the mouse genome sequence and annotation GRCm38.p4 as a reference. Adapter clipping was performed using cutadapt 1.8.1 (35) with the parameters: –trimmed-only -e 0. No filtering regarding the read length was applied. Non-coding RNAs were removed by filtering out the reads which bowtie2 (36) aligned to the annotated non-coding RNAs, using a seed length and a minimum alignment length of 14.

The alignment of the remaining reads to the genome was performed using TopHat2 (37) with Bowtie2 (36) as read mapper. For all alignments, we set a minimum seed length parameter to 14. To compensate for the different lengths of the remaining reads, we decided to allow a number of mismatches in the alignment to the genome, relative to the read length. However, this option is not provided by the alignment tools we used. Therefore, we split, prior to the alignment, the reads into buckets of reads of equal length. Each bucket of reads was aligned separately, allowing a maximum number of ceil(e*l) mismatches, where e is the desired error rate (we set e to 0.1) and l is the read length. If e*l is not an integer, we round to the smallest integer larger than e*l. After the computation, the alignments of each bucket were joined.

The number of hits for each annotated feature was determined using FeatureCounts 1.4.4 (38). DeSeq (39) was used for the analysis of the differential expression between samples.

Details of read counts and mapping for each sample are in Supplementary Table S1. Mapping to UTRs versus CDS appear in Supplementary Table S2.

### TRAP immunoprecipitations from MN1 cells

MN1 cells in 10-cm dishes were transfected with either pEGFP-C2 or pEGFP-C2-L10a alone or co-transfected with FLAG-hTDP-43-V5 using Effectene reagent (Qiagen) according to the manufacturer’s protocol. Twenty-four hours after transfection, cells were collected and spun down at 1000 *g* for 10 min at 4°C. Cells were then lysed in buffer containing 10 mM Tris HCl, pH 8.0, 150 mM NaCl, 10 mM MgCl_2_, 0.25% NP-40, 0.1% Triton-X 100, 1× Complete mini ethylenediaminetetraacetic acid (EDTA)-free protease cocktail (Roche), 0.1 U/ml RNasin, 20 mM DTT and 200 μg/ml CHX. Lysates were spun at 20 000 × *g* for 10 min at 4°C and supernatants were mixed with beads pre-bound to anti-GFP monoclonal antibodies (clones 19C8 and 19F7, Sloan Kettering MAb Facility), as follows. Antibodies were thawed on ice, then spun at maximum speed in a microfuge for 10 min at 4°C, transferred to a new tube and 0.02% sodium azide was added. Streptavidin MyOne T1 Dynabeads (Invitrogen/Life Technologies) were resuspended by hand mixing, and 300 μl beads were transferred to a microfuge tube. The tube was placed in the provided magnet for 1 min, and supernatant was removed. Beads were resuspended in 1 ml phosphate-buffered saline (PBS). Beads were then incubated in 120 μl of Biotinylated Protein L (Thermo scientific) for 35 min at RT using gentle end over end rotation. The coated beads were then washed 5× with PBS containing 3% (weight/volume) of IgG and protease-free bovine serum albumin (Jackson Immunoresearch). A total of 100 μg of anti-GFP antibody per reaction was added (50 μg of HtZ-GFP 19C8 and 50 μg of HtZ-GFP 19F7) in 1 ml ‘0.15 M KCl buffer’ (20 mM HEPES, 5 mM MgCl2, 150 mM KCl, 1% NP-40, 0.5 mM DTT and 100 μg/ml CHX). Beads were incubated at RT for 1 h, rotating slowly. Tubes were placed on the magnet for 1 min and supernatant was removed. Beads were washed 3× in 1 ml 0.15 M KCl buffer, resuspended in 200 μl 0.15 M KCl and stored on ice. Cleared lysates and beads were incubated overnight at 4°C with end over end rotation and beads were collected on the magnet on ice, and supernatant was removed. Beads were washed 4× in 1 ml 0.35 M KCl IP wash buffer (20 mM HEPES, 5 mM MgCl2, 350 mM KCl, 1% NP-40, 0.5 mM DTT and 100 μg/ml CHX). One time Laemmli protein loading buffer was added directly to the beads, and beads were boiled at 95°C for 5 min to elute, supernatants were collected and used for sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE).

### Polysome profiling

For Figure 1A and 1B, one third of a 70–90% confluent 10 cm dish was re-plated to a new 10 cm dish to achieve between 40 and 80% confluency upon transfection. MN1 cells were transfected in 10 cm dishes with FLAG-hTDP-43-V5 using Effectene reagent (Qiagen) following the manufacturer’s protocol. Forty-eight hours later, cells were treated with 50 μg/ml CHX for 30 min before lysis. Two 10 cm dishes were pooled for each gradient sample and cells were lysed by incubation for 10 min on ice in buffer containing 20 mM Tris HCl, pH 7.4, 100 mM NaCl,10 mM MgCl_2_, 0.4% NP-40, 50 μg/ml CHX, 1× Complete mini EDTA-free protease cocktail (Roche) and 100 U/ml RNaseIn. After lysis, nuclei were pelleted by a quick spin and the post-nuclear supernatant was spun at 10 000 × *g* for 10 min at 4°C. Cleared lysate supernatant was transferred to a new tube and Bradford assays were performed and used to normalize gradient loading. For Figure 1B, EDTA was added directly to the cell lysates (final concentration 15 mM) prior to centrifugation. Fresh sucrose solutions with 50 and 17.5% sucrose were prepared in buffer containing 10 mM Tris–HCl, 75 mM KCl and 1.5 mM MgCl_2_. A total of 17.5–50% sucrose gradients were generated using the Gradient Master 108 programmable gradient pourer (Biocomp) and chilled at 4°C for at least 30 min prior to use. Ultracentrifugation and fractionation were performed as described above for ribosome profiling. For protein isolation for immunoblotting, gradient fractions were pooled according to the scheme presented in Figure 1A and 1B, concentrated by TCA precipitation and resuspended in 1× Laemmli Buffer for SDS-PAGE.

**Figure 1.**
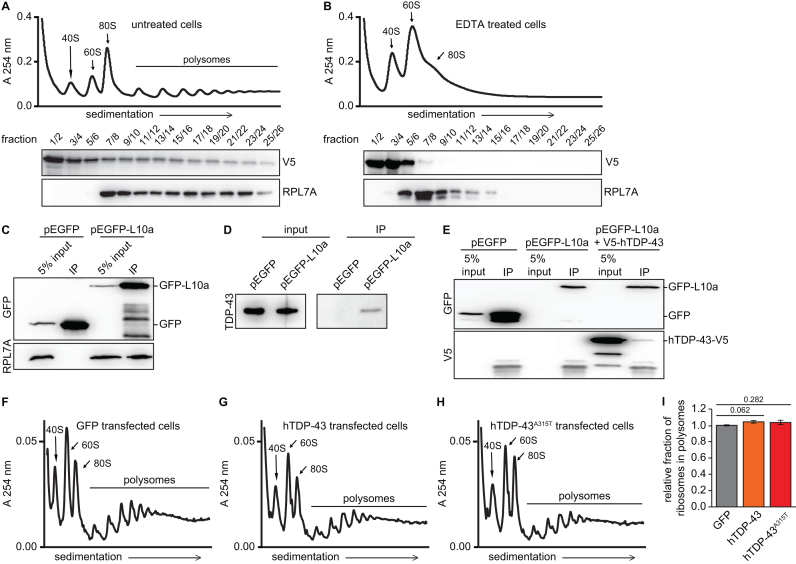
TDP-43 associates with polyribosomes in cells that are actively translating. (**A** and **B**) Representative polysome profiles are shown for MN1 cells transiently transfected with hTDP-43-V5 under either standard conditions (A) or after EDTA treatment to disrupt polysomes (B). Immunoblots for hTDP-43-V5 and ribosomal protein L7a in the indicated pooled gradient fractions are aligned to the corresponding gradients. Note the clear hTDP-43-V5 signal in deep polysome fractions under standard conditions that shifts to lighter fractions upon EDTA treatment. (**C**–**E**) MN1 cells were transfected with either pEGFP or pEGFP-L10a and used for immunoprecipitation with anit-GFP antibodies under conditions for TRAP. Immunoblotting of input and IPs reveals that ribosomal protein L7a (C), endogenous TDP-43 (D) and co-transfected TDP-43-V5 (E) all co-immunoprecipitate specifically with GFP-L10a, but not with GFP alone. (**F**-**H**) Representative polysome profiles from MN1 cells transiently transfected with GFP (F) hTDP-43-V5 (G) or hTDP-43^A315T^-V5 (**H**) are shown. Note the similarity of the profiles. (**I**) Quantification of the relative fraction of ribosomes in polysomes from independent experiments reveals no statistically significant difference (*n* = 3, s.e.m. error bars, *P*-value indicated, unpaired two-tailed *t*-test).

For data in Figure 3 and Supplementary Figure S2, MN1 cells were transfected with GFP, FLAG-hTDP-43-V5 or FLAG-hTDP-43^A315T^-V5 for 24 h and treated with 50 μg/ml CHX for 3 min before lysis. Transfected MN1 cells or cultured neurons were lysed in buffer containing 20 mM Tris HCl, pH 7.4, 100 mM NaCl, 5 mM MgCl2, 0.4% NP-40, 50 ug/ml CHX, 1× Complete mini EDTA-free protease cocktail (Roche) and 2.5 μl RNaseIn/ml lysis buffer. Cells were lysed on ice for 10 min and cell debris was then spun down at maximum speed for 10 min at 4°C. Protein concentrations were determined by Bradford assays and used to normalize gradient loading. Lysates were loaded onto 17.5–50% sucrose gradients in buffer containing 20 mM Tris HCl, pH 7.4, 100 mM NaCl, 5mM MgCl_2_, 0.4% NP-40, 50 μg/ml CHX, Protease Inhibitor, 20 U/ml SUPERaseIN and fractionated as described for ribosome profiling. For RNA isolation, fractions were pooled according to the scheme presented in Figure 3 and processed as described below. A fraction of the original lysate loaded onto the gradient was retained and processed in parallel as a reference for total cytoplasmic RNA.

### Analysis of the fraction of ribosomes in polysomes

The area under the curves representing the monosome and polysome peaks in gradient profiles were quantified using ImageJ (40). The fraction of ribosomes in polysomes was calculated by dividing polysome area by the sum of polysome and monosome areas.

### RNA extraction from polysome gradients and qRT-PCR

Gradient fractions were pooled according to the scheme presented and RNA was isolated from the pooled fractions using Trizol in a ratio of 3:1 followed by the addition of chloroform and subsequent purification by PureLink kit (Ambion). A total of 450 ng of RNA was used to make cDNA in each fraction. cDNA libraries were generated using SuperScript^®^ II Reverse Transcriptase (Life Technologies) according to the manufacturer’s protocol for random hexamer priming. FastStart Universal SYBR Green Master ROX (Roche) was used for qRT-PCR with three technical replicates per sample and reactions were run on ABI 7900HT instruments. The standard curve method was used for analysis with ABI instrument software followed by export to Microsoft Excel. To obtain relative distribution plots, 18S rRNA levels were measured and their relative distribution across the fraction pools were calculated. The same was done for all other RNAs studied and their distribution was additionally normalized to the one obtained for 18S RNA and expressed as a percentage of cumulative signal.

### Crosslink immunoprecipitation (CLIP)

MN1 cells were seeded in 10 cm dishes 2 days prior to performing the assay and were ∼70–80% confluent when used. Culture medium was removed and ice-cold 1× PBS was added to the cells followed by UV irradiation (200 mJ/cm^2^) using a Stratalinker. Cross-linked cells were lysed in 1 ml of Lysis Buffer (50 mM Tris–HCl, pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% Na-deoxycholate, 1× Complete Protease Inhibitor Cocktail (Roche)). A fraction of the lysate corresponding to 5% of the input material (50 μl) was retained to use as a reference for calculating fraction of input material in the IP pellet. The remaining lysate was added to Protein G Dynabeads pre-bound with either 2.5 μg rabbit polyclonal TDP43 antibody (abcam ab41881) or rabbit IgG (Jackson Immuno) as a control and rotated at 4°C overnight. Beads were subsequently washed twice for 2 min in High Salt Buffer (50 mM Tris–HCl, pH 7.4, 1 M NaCl, 1 mM EDTA, pH 8.0, 1% NP-40, 0.1% SDS, 0.5% Na-deoxycholate) followed by washing twice for 2 min in wash buffer (20 mM Tris–HCl, pH 7.4, 10 mM NaCl, 0.2% Tween-20) and a final washing step for 2 min in NT2 buffer (50 mM Tris–HCl, pH 7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% NP-40). For protein analysis, 1× or 6× Laemmli buffer was added directly to the beads or input fraction, respectively, followed by incubation at 95°C for 5 min. RNA was eluted by incubation with 30 μg Proteinase K (Carl Roth) in NT2 Buffer for 30 min at 55°C. RNA extraction was carried out from the eluate and input sample using Trizol reagent as described earlier. All RNA obtained from each sample (Input or IP) was used to generate cDNA libraries using random hexamers (Thermo Scientific) and the RevertAid RT reverse transcription kit (Thermo Scientific), following the manufacturer’s protocol.

To calculate target mRNA enrichments, we first calculated the delta *C*_t_ for TDP-43 IP versus Input and converted this to a linear ‘Fold Change’ value. These were then corrected for the reduced amount of input analyzed (i.e. divided by 20), and then multiplied by 100 to obtain ‘% of Input mRNA in IP’. Supplementary Table S7 shows the *C*_t_ values for each sample and all subsequent analyses for the three replicates used to generate the data in Figure 4C and D.

### qRT-PCR primers

**Table:** 

mRNA	Forward primer (5′-3′)	Reverse primer (5′-3′)
*Camta1*	ATTCTGCGGAACTAGCACCT	ATTTCGGCAGACATTCAAGC
*Dennd4a*	GTCAGGGCTCTGAAAACTGC	GTCCACAGAGCTGCATGAGA
*Mig12*	AGCACTGAGAACCAGGGGAT	GGCTGCTCTTATCTTTGGCT
*Gapdh*	TTGATGGCAACAATCTCCAC	CGTCCCGTAGACAAAATGGT
*Pth1r*	CACTAAGCTTCGGGAGACCA	GGCCATGAAGACGGTGTAGT
*Tardbp*	CGTGTCTCAGTGTATGAGAGGAGTC	CTGCAGAGGAAGCATCTGTCTCATCC
*18s rRNA*	CTTAGAGGGACAAGTGGCG	ACGCTGAGCCAGTCAGTGTA
*Rluc*	TGGTAACGCGGCCTCTTCT	GCCTGATTTGCCCATACCAA
*Fluc*	GTTTCCAAAAAGGGGTTG	CATCGACTGAAATCCCTGGT

### Immunostaining

Transfected cells or neurons were grown on glass cover slips coated with poly L-Lysine. Twenty-four hours after transfection for MN1 and on DIV2 for primary neurons, cells were fixed with 4% PFA for 2 min followed by ice cold methanol for 3 min and three washes with 1× PBS. Blocking was done using 5% goat serum in 1× PBS. The following primary antibodies were used: rabbit polyclonal CAMTA1 (Sigma-HPA036343) (1:100), rabbit polyclonal MID1IP1 (Sigma- HPA038816) (1:100), mouse monoclonal V5 (Invitrogen- 46–1157) (1:100), mouse monoclonal Tau1 (Millipore- MAB3420) (1:100) and mouse monoclonal Acetylated-Tubulin (Sigma- T7451) (1:750). Coverslips were incubated with primary antibodies in blocking solution at 4°C overnight. Coverslips were then washed three times with 1× PBS and incubated with secondary antibodies in blocking solution at room temperature for 2 h in dark. Coverslips were then washed three times with 1× PBS, submerged in MilliQ water and mounted on glass microscope slides with Fluoromount-G (Southern Biotech). Cells were imaged using an Olympus Fluoview 1000 microscope with 60× objective, using similar acquisition settings for laser power, offset and detector gain across conditions.

### Microscopy image analysis

Image analysis was done using Fiji (41). Transfected cells were marked with V5 (for hTDP-43 / hTDP-43^A315T^) and/or GFP (for GFP and MID1-GFP) as markers. The region of interest was marked with DAPI for nuclear staining. For cytoplasmic staining, the Nuclear DAPI staining region was masked in the original image and residual mean intensity for the whole cell region was calculated. For primary neurons, the mean intensity gray value of a line drawn along the neurites marked using acetylated tubulin or Tau1 was measured using Fiji. Linear adjustments of brightness and contrast were performed on images using Photoshop CS.

### Reporter transfection, dual luciferase assays and determination of mRNA levels

Transient transfections in MN1 cells were performed in 24-well plates using Effectene Transfection Reagent (Qiagen) according to the manufacturer’s protocol. The amount of plasmids used were GFP/Flag-hTDP-43-V5/Flag-hTDP-43^A315T^-V5- 180 ng/170 ng; Rluc ctrl/Camta1 5′UTR-Rluc/ Camta1 3′UTR- Rluc- 17 ng; Mig12 5′UTR-Rluc/ Mig12 3′UTR-Rluc/ Dennd4a 5′UTR-Rluc/Dennd4a 3′UTR- Rluc – 9 ng; Fluc- 11 ng/13 ng. Cells were lysed by adding 150 μl 1× Passive Lysis Buffer (Promega, Cat No: E1910) per well of a 24-well plate and incubating in a shaking platform for 15 min. Lysate was spun down in a microfuge at maximum speed for 1 min and 10 μl of supernatant for each sample was loaded in duplicate to 96-well luminometer plates. The plate was measured in a Victor3 (TM) 1420 Multilabel counter luminometer (Perkin Elmer), set to dispense 50 μl of each Dual Luciferase Assay reagent (Promega, Cat No: E1910) per well.

For RNA extraction from transfected reporter samples, lysates were treated with Turbo DNase (Ambion), to get rid of plasmid-derived signal prior to preparing RNA with Trizol reagent, as described above. A total of 250 ng of RNA was used to make cDNA for these experiments. The protocol was as described above for crosslink immunoprecipitation (CLIP), except at the cDNA synthesis step, each sample was divided in two and incubated either in the presence or absence of Reverse Transcriptase (‘no RT’), to verify that signal was due to mRNA and not contaminating DNA. qPCR was performed as described above and analyzed using the Δ*C*_t_ method. All samples used for analysis showed clear enrichment compared to the corresponding no RT control.

### Western blotting

Immunoblotting to nitrocellulose or polyvinylidene difluoride (PVDF) was performed either with wet transfer under standard conditions or using an iBlot rapid transfer device (Life Technologies) according to the manufacturer’s guidelines. Blots were blocked in 5% milk/TBS-T solution and probed with antibodies diluted as indicated. Signals were either visualized using HRP-conjugated secondary antibodies and Super Signal Dura or Femto reagent (Thermo Fisher Scientific) and imaged on a Fujifilm LAS-4000 luminescent image analyzer or by using fluorescent secondary antibodies and imaged on a Li-Cor Odyssey CLx (Li-Cor). Total protein staining was performed using Revert Total Protein Stain Kit (Li-Cor) according to the manufacturer’s instructions and used for normalization. Antibodies used in this study were rabbit anti-human polyclonal MID1IP1 (Sigma- HPA038816) (1:250), mouse monoclonal V5 (Invitrogen- 46-1157) (1:1000), rabbit polyclonal ribosomal protein L7a (E109)(CST-2415) (1:1000), anti-human monoclonal TDP-43 (Novus biologicals- H000023435-M01) (1:500), rabbit polyclonal TDP-43 (G400) (CST-3448) (1:1000), mouse monoclonal GAPDH (Sigma- G8795) (1:1000- 1:2000), mouse monoclonal FLAG (clone M2, Sigma- F1804) (1:1000), mouse monoclonal α-Tubulin (Sigma-Aldrich T5168), rabbit polyclonal Cofilin (Abcam-ab42824) (1:2000), rabbit monoclonal S6 ribosomal protein (5G10) (CST- 2217), goat anti-rabbit HRP (1:10 000, Thermo Fisher Scientific), goat anti- mouse HRP (1:10 000, Thermo Fisher Scientific), goat anti-rabbit IRDye 680LT (1:15 000, Li-Cor), goat anti- mouse IRDye 680LT (1:15 000, Li-Cor), goat anti-rabbit IRDye 800CW (1:15000, Li-Cor), goat anti- mouse IRDye 800CW (1:15 000, Li-Cor). Western blot quantification was done using ImageJ or Image studio™ Lite (LI-COR Biosciences).

### MIG12 and CAMTA1 knockdown

ON-TARGET plus Mouse *Mid1ip1* siRNA-SMART pool (L-063562-01-0005) and ON-TARGETplus Mouse Camta1 siRNA-SMART pool (L-051054-00-0005) was purchased from GE Healthcare/Dharmacon. siRNA transfections were performed using X-tremeGENE siRNA Transfection reagent (Roche) according to the manufacturer’s protocol. MN1 cells were grown on poly-L-Lysine coated coverslips for immunostaining as described above for immunostaining. For RNA extraction, cells grown on 24-well plates were washed with 1× PBS and Trizol was directly added onto them. This was followed by the addition of chloroform and subsequent purification by PureLink kit according to the manufacturer’s protocol (Ambion). cDNA libraries were generated using RevertAid RT reverse transcription kit (Thermo Scientific) as described above.

### Statistical analysis and plots

All statistical tests were performed in GraphPad Prism (version 5.02) or Microsoft Excel. Two-tailed unpaired *t*-tests were performed, unless otherwise indicated. Plots were generated either using GraphPad Prism (version 5.02), OriginPro 2017G or Microsoft Excel. Venn diagrams were generated online using Venny: http://bioinfogp.cnb.csic.es/tools/venny/.

## RESULTS

### TDP-43 can associate with polyribosomes in cells that are actively translating

TDP-43 was found to associate with ribosomes during acute cellular stress induced by sodium arsenite, which leads to massively reduced translation of most mRNAs (25). Whether TDP-43 can also associate with ribosomes in unstressed cells that are actively translating is unknown. To determine whether TDP-43 interacts with ribosome–mRNA complexes in actively translating cells, we first performed polysome profiling with the motor neuron-like cell line, MN1 (30). We transiently transfected these cells with human TDP-43 (hTDP-43) bearing a V5 epitope-tag on the C-terminus, prepared polysome gradients and used immunoblotting to analyze how transfected TDP-43 protein distributed across the gradients. Under standard conditions, we detected a significant fraction of TDP-43-V5 that co-migrated with the large ribosomal subunit protein, L7a, in deep polysome fractions (Figure 1A). Treatment of lysates with the Mg^2+^ chelator EDTA prior to centrifugation led to the expected total disruption of polysomes into 40S and 60S subunits and completely shifted ribosomal protein L7a to lighter gradient fractions corresponding to the large ribosomal subunit (Figure 1B). EDTA treatment also shifted TDP-43-V5 signal from polysomal fractions to lighter mRNP fractions, consistent with TDP-43 association with polyribosome–mRNA complexes.

To verify TDP-43 association with ribosome–mRNA complexes in an independent assay, we examined whether it co-purified with ribosomes in translating ribosome affinity purification (TRAP), which preserves polyribosome–mRNA complexes (42). We performed TRAP from MN1 cells transfected with plasmids encoding a GFP-L10a fusion protein or GFP as a negative control. Both GFP-L10a and GFP were efficiently immunoprecipitated, but co-immunoprecipitation of the large ribosomal subunit protein L7A was only observed with GFP-L10a, supporting efficient and specific immunoprecipitation of ribosomes (Figure 1C). Similarly, both endogenous TDP-43 and transfected TDP-43-V5 specifically interacted with GFP-L10a, but not with GFP alone (Figure 1D and E). Taken together, our results from polysome and TRAP assays imply that a fraction of TDP-43 protein associates with ribosome–mRNA complexes in the absence of cellular stress when translation is actively occurring.

### Overexpression of human TDP-43 or TDP-43^A315T^ protein does not lead to a significant effect on general translation

TDP-43’s association with ribosomes in actively translating cells suggested a potential role in translational regulation. In principle, this could be general or mRNA-specific. Therefore, we first tested whether overexpression of WT human TDP-43 (hTDP-43) or a patient mutant protein (hTDP-43^A315T^) affected general translation in motor neuron-like cells. Polysome profiles from MN1 cells transfected with either hTDP-43 or hTDP-43^A315T^ appeared similar to GFP-transfected control profiles (Figure 1F–H), suggesting no significant impact of TDP-43 overexpression on general translation. Indeed, calculating the fraction of ribosomes in polysomes from multiple experimental replicates revealed no statistically significant differences among the different transfections (Figure 1I). Thus, TDP-43 overexpression does not significantly affect general translation in motor neuron-like cells.

### Ribosome profiling reveals potential translational targets of TDP-43 in MN1 cells and primary neurons

To identify specific mRNAs regulated by TDP-43 at the translational level, we performed ribosome profiling with two different cell populations: motor neuron-like MN1 cells and primary cortical neuronal cultures (Figure 2A). For MN1 cells, we performed two replicates, using cells transiently transfected with plasmids encoding GFP, hTDP-43 or the mutant hTDP-43^A315T^ protein found in a subset of ALS patients. 

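MN1 is a mouse cell line with properties of motor neurons. Each of the 2 replicates had 1 culture transfected with GFP, 1 with hTDP-43 and 1 with hTDP-43 A315T. Every culture gave 1 library of ribosome footprints, the mRNA fragments that ribosomes protect from RNase digestion, and 1 library of fragmented total mRNA. The authors clipped adapters with cutadapt, discarded reads that bowtie2 aligned to annotated non-coding RNAs, aligned the remaining reads to the mouse genome GRCm38 with TopHat2 and counted reads on the exons of each gene with featureCounts. The deposited values are these raw counts, listed for 45513 genes in each library and not normalized. In footprint libraries of MN1 cells, 940822 and 849125 reads were assigned to exons with GFP, 631354 and 332370 with hTDP-43, and 1219222 and 521904 with hTDP-43 A315T (replicates 1 and 2). The corresponding total mRNA libraries had 1462713 and 2329298 assigned reads with GFP, 1720465 and 1328528 with hTDP-43, and 2988339 and 1912457 with hTDP-43 A315T.

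From the counts, each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization, separately for footprints and for total mRNA, with a Benjamini-Hochberg adjusted p of 0.05 as the threshold. Genes with too few counts for edgeR's default filter (minimum count 10) were left out, so that 7653 to 8659 genes were tested in the footprint comparisons and 9954 to 10361 in total mRNA. Expression of single genes is given as CPM, the counts relative to the library size on the TMM scale. In the main fit, the replicates of a group were treated as independent of those of the other groups. A 2nd fit had the replicate number as a block, which removes differences between replicates that all groups share. The pairing by replicate number is taken from the sample labels. Deviations of the footprint libraries from their group means were correlated across 8535 genes, with a mean r of 0.3356 for libraries of the same replicate number and -0.3356 for libraries of different numbers. With 2 libraries per group the second of these values mirrors the first. In total mRNA the corresponding values were 0.4418 and -0.4418. The replicate number accounted for 81.48% of the variance on the first principal component of the footprint libraries and the transfected protein for 6.064%, against 82.69% and 13.33% in total mRNA.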

Importantly, expression levels of TDP-43 variants were similar and total TDP-43 levels in these assays suggest quite moderate overexpression (Supplementary Figure S1A–C). Primary cortical neurons were obtained from hemizygous transgenic animals expressing either hTDP-43 or hTDP-43^A315T^ mutant and non-transgenic littermate control animals. 

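Cortical neurons of 2 cultures from non-transgenic animals (WT), 3 cultures expressing hTDP-43 and 3 expressing hTDP-43 A315T were profiled, each with 1 footprint and 1 total mRNA library. The sample labels number the WT cultures 2 and 3 and the cultures of the other groups 1 to 3, so replicate 1 has no WT culture. The authors processed the reads like those of MN1 cells, and the deposited values are again raw counts per gene. Footprint libraries had 1304116 and 575476 assigned reads in WT (replicates 2 and 3), 2389229, 192008 and 166064 in hTDP-43 and 2528820, 473805 and 1042983 in hTDP-43 A315T neurons (replicates 1, 2 and 3). Assigned reads of the total mRNA libraries numbered 3609519 and 3206139 in WT, 6969578, 986092 and 600385 in hTDP-43 and 5395138, 2353325 and 3456956 in hTDP-43 A315T neurons. The deepest hTDP-43 footprint library thus had 14.387 times the reads of the shallowest. In a library of 166064 reads, 3 counts correspond to 18.0653 CPM, so genes with footprints below this level could not be measured there.

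Pairs of groups were compared as in MN1 cells, with 8117 to 9510 genes tested in footprints and 11201 to 11927 in total mRNA. Comparisons were again fitted without and with the replicate number as a block, the pairing being taken from the sample labels. With the block, WT is compared with the other groups within replicates 2 and 3 only. Deviations from the group means correlated across 9212 genes with a mean r of 0.1202 for footprint libraries of the same replicate number (range 0.02932 to 0.2481) and -0.05975 for libraries of different numbers (range -0.2224 to 0.1159). In total mRNA the mean r was 0.1706 for the same number (range -0.1748 to 0.5201) and -0.08442 for different numbers (range -0.5201 to 0.343). Not all total mRNA libraries of the same number thus deviated together. On the first principal component, the replicate number accounted for 31.42% of the variance of the footprint libraries and genotype for 16.76%, and in total mRNA for 58.39% and 13.1%.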

Mutant protein levels in primary cultures were somewhat higher than the WT hTDP-43, but total overexpression levels were not especially high (Supplementary Figure S1D and E). Because only the mutant animals develop disease as hemizygotes (31,32), hTDP-43 neurons serve as an important control. Changes specifically observed in cortical neurons expressing hTDP-43^A315T^, but not hTDP-43, correlate with disease. We followed the standard protocol for generating ribosome footprint profiling libraries and also generated libraries in parallel from total mRNA to control for transcriptional versus translational regulation (34). Details of sequencing library preparation, sequencing and data analysis are described in the ‘Materials and Methods’ section. 

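Between 166064 and 6969578 reads per library were assigned to exons in the deposited counts, across all 28 libraries. The median was 740239.5 reads for footprints and 1816461 for total mRNA in MN1 cells, and 809229.5 and 3331547.5 in cortical neurons. Within a cell type, the deepest library had 3.668 times the reads of the shallowest for MN1 footprints, 2.249 times for MN1 total mRNA, 15.228 times for neuron footprints and 11.609 times for neuron total mRNA. The number of genes with at least 10 counts followed the depth. It ranged from 3475 in the shallowest neuron footprint library (hTDP-43 replicate 3) to 12553 in the deepest total mRNA library (hTDP-43 replicate 1 of neurons). The expression that 3 counts represent ranged from 2.4606 to 9.0261 CPM in MN1 footprints and from 1.1863 to 18.0653 CPM in neuron footprints. Protein-coding genes took between 86.7293% of the assigned reads (footprints of hTDP-43 A315T neurons, replicate 3) and 96.8805% (total mRNA of WT neurons, replicate 2).

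**Figure D1:**
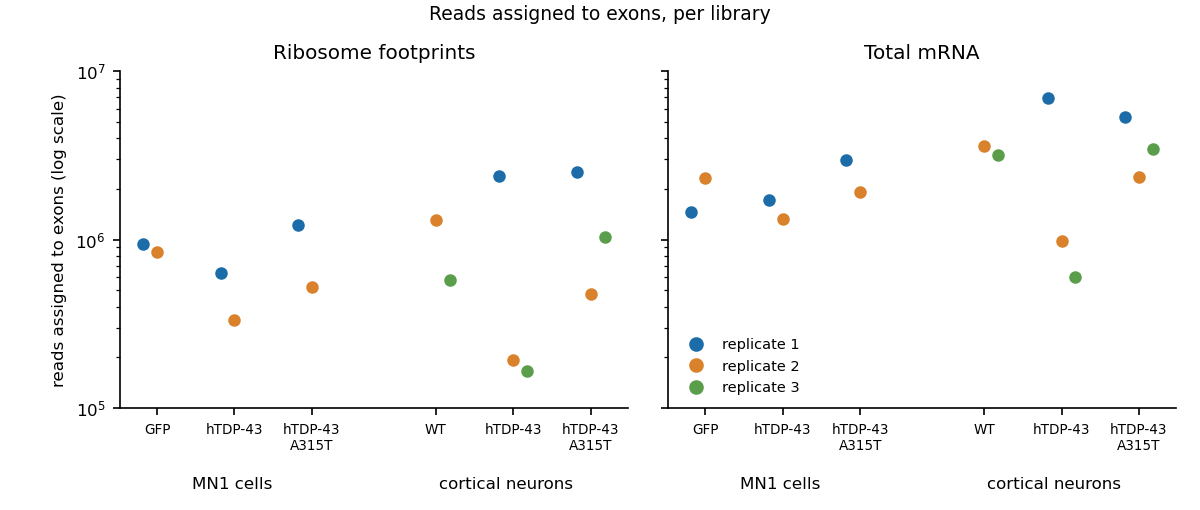
Reads assigned to exons in each library, on a log scale, for ribosome footprints (left) and total mRNA (right), with 1 point per library coloured by replicate number. In neurons expressing hTDP-43, replicate 1 lies far above the other two replicates (2389229 against 192008 and 166064 footprint reads), while the 2 libraries of each MN1 group lie within 2.336 times of each other.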

Supplementary Table S1 provides an overview of the mapping statistics and read counts obtained for each individual sample. Exon-mapped read numbers and mapping rates were similar to other published ribosome profiling experiments (43,44). 

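The totals of the deposited counts equal the assigned reads that Supplementary Table S1 lists. Sequenced reads and filtered reads come from that table and are the paper's values. By the paper's numbers, between 4996996 and 15096843 reads were sequenced per MN1 footprint library and between 2533986 and 32906918 per neuron footprint library. The exon-assigned share of sequenced reads was 5.728% to 10.73% in MN1 footprints (median 7.364%, 6 libraries) and 5.853% to 9.951% in neuron footprints (median 6.972%, 8 libraries). For total mRNA it was 15.38% to 22.2% in MN1 cells and 7.152% to 20.66% in neurons. Reads removed as non-coding RNA made up 12.14% to 20.74% of the sequenced reads in MN1 footprints and 17.55% to 37.83% in neuron footprints. Of the uniquely mapped reads, 42.09% to 51.22% of MN1 footprints and 38.74% to 50.01% of neuron footprints were assigned to exons, against 63.87% to 71.07% and 41.96% to 72.48% of the total mRNA reads.

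Single genes took a large part of the assigned reads in some libraries. In total mRNA, Lars2 had the most reads in every library, with 5.8355% to 7.2127% in MN1 cells. In neurons its share was 18.8334% in WT replicate 3 and 14.1468% in hTDP-43 replicate 3, and from 3.0861% to 7.4851% in the other libraries. The 10 genes with the most reads took 32.4801% of the reads of WT replicate 3 and 6.5893% of WT replicate 2. In footprints the top gene was Yipf1, Gm37194 or Gm14236, with 1.905% (WT neurons, replicate 2) to 10.8209% of the reads (hTDP-43 A315T neurons, replicate 3). Mitochondrial genes took at most 1.2299% of the reads of any library.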

Importantly, we also observed the expected preference in read mapping to CDS versus 3′UTRs in ribosome footprint samples, but not corresponding total mRNA samples (Supplementary Table S2).

**Figure 2.**
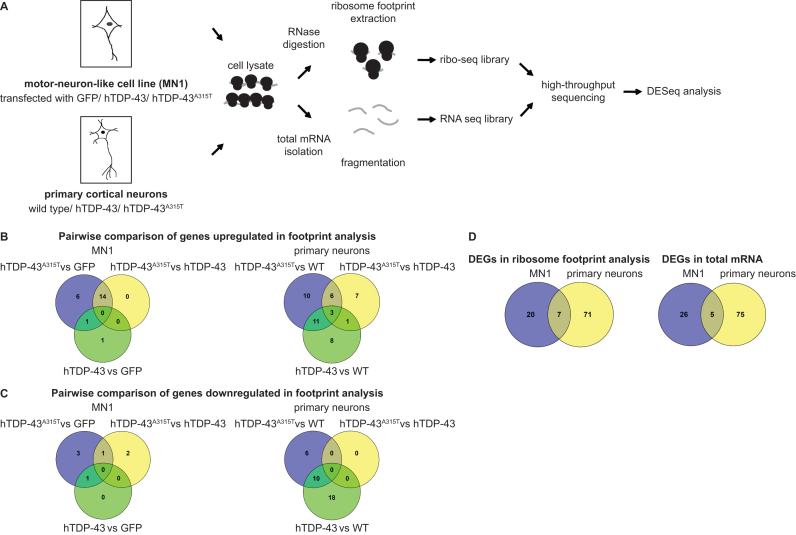
Identification of potential translational targets of hTDP-43 and hTDP-43^A315T^ by ribosome profiling from motor neuron-like cells and primary cortical neurons. (**A**) Overview of experimental design. MN1 cells were transfected with GFP control or human TDP-43 variants (hTDP-43-V5 or hTDP-43^A315T^-V5) (*n* = 2). Primary cortical neurons were prepared from E16 WT mice (*n* = 2) or mice expressing human TDP-43 variants (hTDP-43 and Flag-hTDP-43^A315T^, *n* = 3). Neurons were grown in culture for 2 weeks (DIV14). Ribosome footprints and total mRNA were extracted from each of these cell types, followed by library generation and high-throughput sequencing. (**B** and **C**) Overview of differentially regulated genes. Venn diagrams show pairwise comparisons of genes that were upregulated (B) or down regulated (C) in MN1 and primary cortical neurons. (**D**) Venn diagrams showing differentially expressed genes (DEGs) identified in MN1 cells, primary cortical neurons, or both. DEGs from ribosome footprint analysis (translation) and total mRNA sequencing (transcription/mRNA stability) are shown separately.

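Without a replicate block, 1 gene passed the threshold in the footprints of MN1 cells when hTDP-43 A315T was compared with GFP. It was Gm13886, a processed pseudogene (adjusted p = 0.00926 from edgeR's quasi-likelihood test, 8659 genes tested). No gene passed in the footprints of hTDP-43 A315T against hTDP-43 (smallest adjusted p = 0.103) or of hTDP-43 against GFP (smallest adjusted p = 0.277). In MN1 total mRNA the same pseudogene was the only gene past the threshold in hTDP-43 A315T against GFP (adjusted p = 0.00177) and in hTDP-43 against GFP (adjusted p = 0.0387), and none passed in hTDP-43 A315T against hTDP-43. In cortical neurons 0 genes passed in any of the 6 comparisons, with smallest adjusted p-values of 0.716 (hTDP-43 A315T against WT), 1 (hTDP-43 A315T against hTDP-43) and 0.197 (hTDP-43 against WT) in footprints.

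With the replicate number as a block, the pairing being taken from the sample labels, more genes passed. In MN1 footprints there were 54 genes in hTDP-43 A315T against GFP (39 up, 15 down), 54 in hTDP-43 A315T against hTDP-43 (36 up, 18 down) and 13 in hTDP-43 against GFP (9 up, 4 down). In MN1 total mRNA there were 283 (109 up, 174 down), 76 (56 up, 20 down) and 47 genes (9 up, 38 down) in the same order. Neuron footprints had 8 genes in hTDP-43 A315T against WT (2 up, 6 down), 15 in hTDP-43 A315T against hTDP-43 (all 15 up) and 5 in hTDP-43 against WT (4 up, 1 down). For neuron total mRNA the numbers were 35 (all down), 0 and 20 (5 up, 15 down). The 2 WT libraries of total mRNA differ in composition, with 3.0861% (replicate 2) and 18.8334% (replicate 3) of the reads on Lars2. This bears on the comparisons with WT. The block lowered the common biological coefficient of variation of MN1 footprints in hTDP-43 A315T against GFP from 0.1647 to 0.07028, but in neuron total mRNA of hTDP-43 A315T against WT the value rose from 0.2934 to 0.3186. The median prior degrees of freedom, which set how far the spread of a gene is drawn to the trend over all genes, were 4.748 to 12.64 without the block. They were infinite in the blocked fits that gave 35, 20 and 47 genes and 207.6 in MN1 footprints of hTDP-43 A315T against hTDP-43, so that differences in spread between genes count little or not at all there. The other blocked fits of MN1 cells had medians of 19.38 to 95.02. With 2 cultures per group the block leaves each gene little spread of its own, so the trend weighs heavily in these fits too. The mean correlation between libraries of the same replicate number was 0.3356 in MN1 footprints and 0.1202 in neuron footprints. Among the alternatives without a block, leaving out single cultures and leaving out the filter on low counts moved the numbers most, each in part of the comparisons. A fit that leaves 1 culture in a group takes its spread from the other group alone, so its count is not given here. For hTDP-43 A315T against hTDP-43 in neurons, with at least 2 cultures per group, leaving out a culture gave 0 to 2 genes in footprints and 0 in total mRNA. Leaving out the filter on low counts gave 45, 42 and 9 genes in MN1 footprints, 78, 23 and 58 in neuron footprints, and 209 in neuron total mRNA of hTDP-43 A315T against WT.

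**Figure D2:**
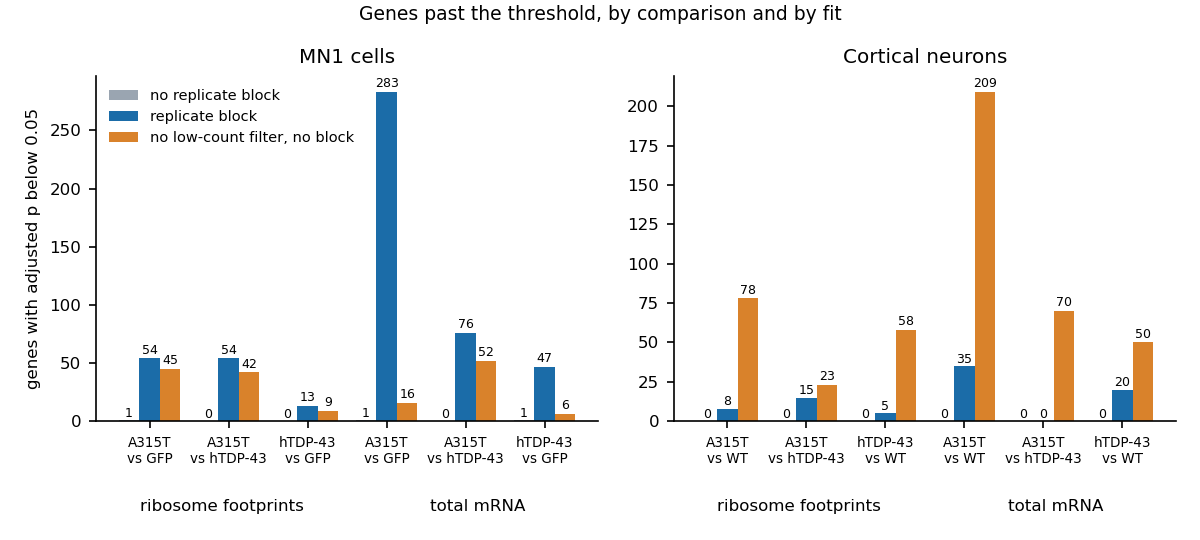
Number of genes with an adjusted p below 0.05 in each comparison of MN1 cells (left) and cortical neurons (right), for ribosome footprints and total mRNA, in the fit without a replicate block (grey), with the replicate block (blue), and with neither the low-count filter nor a block (orange). Grey bars are at most 1 gene high, while the blue bars reach 283 genes (MN1 total mRNA) and the orange bars 209 genes (neuron total mRNA), both in hTDP-43 A315T against the control.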

To identify differentially expressed mRNAs, we performed three different comparisons for each cell type: GFP/WT versus hTDP-43, hTDP-43 versus hTDP-43^A315T^ and GFP/WT versus hTDP-43^A315T^ (Supplementary Tables S3–S6). 

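Genes were called altered only in footprints when they passed the threshold in footprints and not in total mRNA of the same comparison, over the 3 comparisons of a cell type. Without a replicate block this left 0 genes in MN1 cells, since the pseudogene Gm13886 also passed in total mRNA, and 0 genes in neurons. With the replicate block, 65 of the 77 genes that passed in any MN1 footprint comparison met this rule, and all 28 of 28 genes in neurons. A gene that meets it can still pass in total mRNA of another comparison, as Camta1 did in MN1 cells. Among the 65 genes were Camta1, Mid1ip1 and Pth1r. Dennd4a was not among them, because its total mRNA also rose with hTDP-43 A315T in the same fit (log2 fold change 0.555, standard error 0.117, adjusted p = 0.00737 against GFP), less than its footprints did (1.776, standard error 0.138, adjusted p = 6.85e-08). The pairing behind the block comes from the labels, and libraries with the same number deviated together (mean r of 0.3356 in MN1 footprints and 0.4418 in MN1 total mRNA). Without the low-count filter and without the block, the numbers of footprint-only genes were 54 in MN1 cells and 91 in neurons, the largest shift in neurons. Dennd4a was among these 54 genes, although its total mRNA passed in another comparison of that setting. It was also among the footprint-only genes of MN1 cells with DESeq2 in place of edgeR. The paper reasons that a gene altered in the footprints but not in total mRNA is regulated at the level of translation.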

To identify altered translation, we refined our hits to genes that show altered regulation only in the ribosome footprints, but not in total mRNA (Figure 2B and C). 

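The overlap was taken over all comparisons, as a gene past the threshold in at least 1 comparison of each cell type. Without a replicate block it held 0 genes for footprints and 0 for total mRNA. With the block it held 15 genes for footprints, 3 of which are among the 7 footprint genes of Table 1 (D630039A03Rik, Mid1ip1 and Gm25313), and 8 for total mRNA. Without the low-count filter and the block, the alternative that moved the overlap most, it held 18 genes for footprints, 6 of them from Table 1, and 23 for total mRNA.

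D630039A03Rik (ENSMUSG00000052117, chromosome 4 from 57908483 to 57916297 on GRCm38, protein-coding) had 1185 and 34.68 footprint CPM with GFP and 2025 and 436.8 with hTDP-43 A315T in MN1 cells (replicates 1 and 2). In neurons it had 3.673 and 7.159 CPM in WT (replicates 2 and 3), 147.3, 0 and 0 in hTDP-43, and 938.3, 22.97 and 10.22 in hTDP-43 A315T (replicates 1, 2 and 3). The log2 fold change of hTDP-43 A315T was 1.019 against GFP (standard error 0.99, adjusted p = 1) and 1.98 against hTDP-43 in neurons (standard error 1.1, adjusted p = 1). With the replicate block these became 1.469 (standard error 0.28, adjusted p = 0.00791) and 2.7 (standard error 0.193, adjusted p = 2.4e-07). Against WT in neurons, its footprint value was 6.155 without the block (standard error 1.9) and 1.79 with it (standard error 0.563, adjusted p = 0.572). Its total mRNA fell against WT with the block (-2.317, standard error 0.546, adjusted p = 0.0102, with infinite median prior degrees of freedom). The 2 WT libraries had 9.923 and 92.87 CPM there, and those of hTDP-43 A315T 4.283 to 29.23. The lower WT value lies within that range, so the fall rests largely on 1 WT library. Gm25313 (ENSMUSG00000095738, chromosome 9 from 65196572 to 65196687), an snRNA gene of 116 nt, moved in opposite directions. With the block its footprint log2 fold change was -2.017 in MN1 cells (standard error 0.112, adjusted p = 4.38e-10 against GFP) and 1.729 in neurons (standard error 0.296, adjusted p = 0.0124 against hTDP-43). Without the block these were -1.995 and 1.633, both with an adjusted p of 1. Against WT in neurons, the footprint value of Gm25313 with the block was 0.8329 (standard error 0.527, adjusted p = 0.823). E2f5 (ENSMUSG00000027552, chromosome 3 from 14578641 to 14606309) also had opposite signs, -0.746 in MN1 cells (standard error 1.04) and 2.271 in neurons against WT (standard error 0.736). Leaving out GFP replicate 2 changed the MN1 value of E2f5 to 2.372, while the block left it at -0.6468 (standard error 0.121, adjusted p = 0.00649) and changed the neuron value to 0.6944. Sspo, Pip5kl1, Pth1r and Mid1ip1 rose in MN1 footprints by 0.9346 to 1.466 on the log2 scale, with adjusted p-values of 1 without the block and from 2.12e-05 to 0.0211 with it. In neurons against WT, the log2 fold changes of these 4 genes without the block were 0.07706, -0.7579, 2.212 and 1.291, and with it -1.003, -1, 0.1895 and 0.4322, none of them past the threshold. From the overlap of its gene lists, the paper reports a set of mRNAs with translation altered by hTDP-43 A315T in both cell types, as potential new targets.

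**Figure D3:**
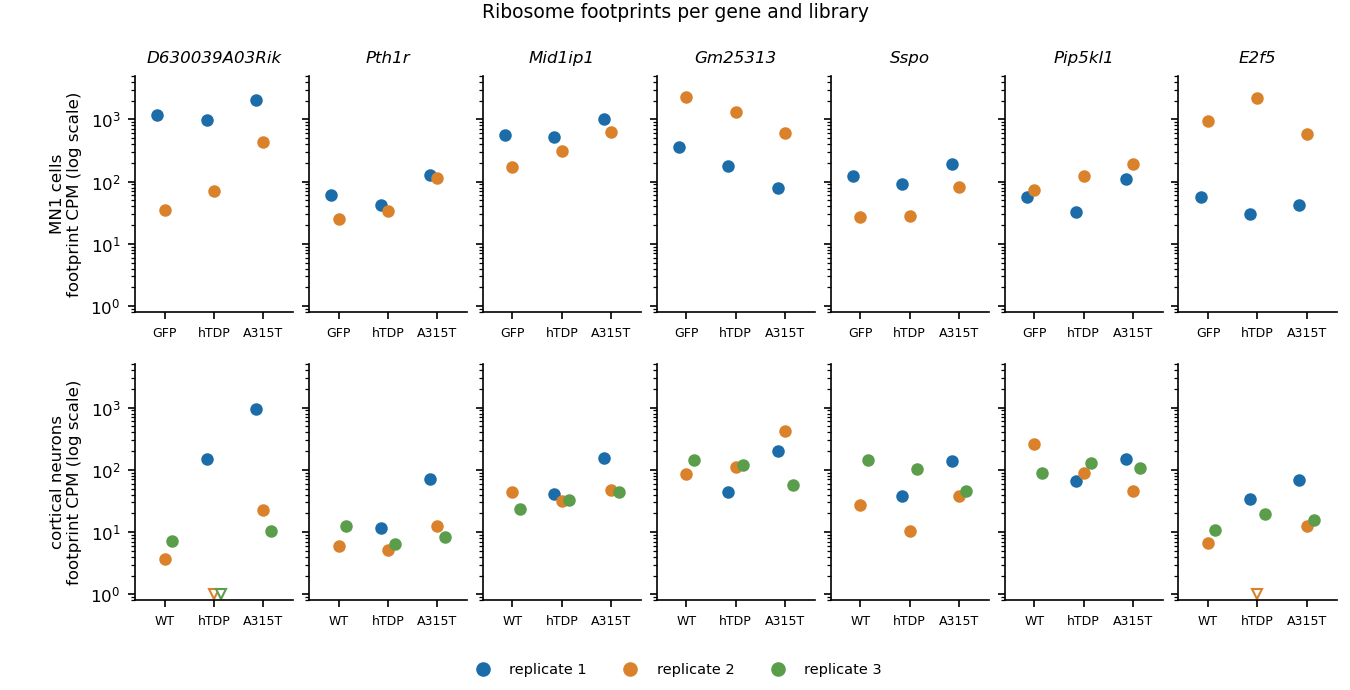
Footprint CPM on a log scale of the 7 genes of Table 1 in each library of MN1 cells (top row) and cortical neurons (bottom row), by group, with points coloured by replicate number and an open triangle at the value 1 for a library with 0 counts. In MN1 cells the 2 replicates of a group lie far apart for D630039A03Rik (1185 and 34.68 CPM with GFP), Gm25313 (356.2 and 2307) and E2f5 (57.04 and 950.2), and in neurons replicate 1 lies highest among the hTDP-43 A315T libraries for all genes but Gm25313.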

Strikingly, we identified a set of mRNAs whose translation was altered by hTDP-43^A315T^ in both MN1 cells and primary cortical neurons (Figure 2D and Table 1). These genes are especially interesting, as they show changes in both cell populations that are affected in the disease. Thus, we have identified potential new translational targets of hTDP-43 and hTDP-43^A315T^ proteins in MN1 cells and primary cortical neurons.

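Whether footprints changed beyond total mRNA was also tested directly, as the interaction of library type and group in 1 model over both kinds of library. This compares the ratio of footprints to total mRNA, the translational efficiency, between groups. No gene had an adjusted p below 0.05 in any of the 3 MN1 or 3 neuron comparisons without a block (10081 genes tested in hTDP-43 A315T against GFP and 11831 in hTDP-43 A315T against WT, smallest adjusted p = 1 in each). When the culture was used as a block, since each culture gave both libraries under 1 replicate label, 2 genes passed in MN1 cells for hTDP-43 A315T against GFP, Camta1 and Dennd4a. Camta1 had an interaction log2 fold change of 2.061 (standard error 0.28, adjusted p = 0.000395) and Dennd4a of 1.278 (standard error 0.223, adjusted p = 0.0161). Against hTDP-43, 4 genes passed in MN1 cells, 2 up and 2 down, and 0 for hTDP-43 against GFP. In neurons 0 genes passed with the block, with smallest adjusted p-values of 0.12 for hTDP-43 A315T against WT and 0.297 against hTDP-43. Mid1ip1 and Pth1r had interaction log2 fold changes of 1.142 (standard error 0.311) and 0.9385 (standard error 0.378) in MN1 cells with the block, both with an adjusted p of 0.982. Leaving out the low-count filter gave the largest shift, with 8 genes for hTDP-43 A315T against GFP in MN1 cells and 88 for hTDP-43 A315T against WT in neurons, 87 of them up. The 88 genes depend on the WT libraries of total mRNA, which differ strongly in composition. The paper, which compared lists of footprint and total mRNA genes, takes the genes altered in footprints as potential translational targets of hTDP-43 and hTDP-43 A315T.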

**Table 1.** Genes found to be differentially regulated by hTDP-43^A315T^ expression in both MN1 cells and primary cortical neurons

DEGs found in both primary cortical neurons and MN1 cells in ribosome footprint analysis and the comparison(s) where these genes were identified.			
Ensembl ID	Gene symbol	MN1	Primary cortical neuron
ENSMUSG00000052117	*D630039A03Rik*	hTDP-43 A315T versus hTDP-43 WT, hTDP-43 A315T versus WT, hTDP- 43WT versus WT,	GFP versus hTDP-43 A315T
ENSMUSG00000032492	*Pth1r*	hTDP-43 A315T versus hTDP-43 WT, hTDP-43 A315T versus WT	hTDP-43 WT versus hTDP-43 A315T, GFP versus hTDP-43 A315T
ENSMUSG00000008035	*Mid1ip1/Mig12*	hTDP-43 A315T versus hTDP-43 WT, hTDP-43 A315T versus WT	GFP versus hTDP-43 A315T
ENSMUSG00000095738	*Gm25313*	hTDP-43 A315T versus hTDP-43 WT	GFP versus hTDP-43 A315T
ENSMUSG00000029797	*Sspo*	hTDP-43 A315T versus hTDP-43 WT	GFP versus hTDP-43 A315T
ENSMUSG00000046854	*Pip5kl1*	hTDP- 43WT versus WT	GFP versus hTDP-43 A315T
ENSMUSG00000027552	*E2f5*	hTDP-43 A315T versus WT	GFP versus hTDP-43 A315T, hTDP-43 WT versus hTDP-43 A315T

DEGs found in both primary cortical neurons and MN1 cells in total mRNA analysis and the comparison(s) where these genes were identified.			
Ensembl ID	Gene symbol	MN1	Primary cortical neuron
ENSMUSG00000030428	*Ttyh1*	hTDP-43 A315T versus WT	hTDP-43 WT versus GFP
ENSMUSG00000028195	*Cyr61*	hTDP-43 A315T versus WT	hTDP-43 WT versus hTDP-43 A315T
ENSMUSG00000031216	*Stard8*	hTDP-43 A315T versus WT	hTDP-43 WT versus hTDP-43 A315T
ENSMUSG00000018916	*Csf2*	hTDP-43 A315T versus WT	hTDP-43 WT versus hTDP-43 A315T, hTDP-43 WT versus GFP
ENSMUSG00000034883	*Lrr1*	hTDP-43 A315T versus WT	hTDP-43 WT versus hTDP-43 A315T

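The files allow the same filter, by taking genes past the threshold in the footprints of hTDP-43 A315T against the control or against hTDP-43 and leaving out those that also passed in hTDP-43 against the control. In MN1 cells this gave 1 gene without a replicate block, the pseudogene Gm13886, and 64 genes with it, among them Camta1, Dennd4a, Mid1ip1 and Pth1r. In neurons it gave 0 genes without the block and 23 with it, of which Mid1ip1 was the only gene of Table 2. Dropping the low-count filter instead of adding the block gave 49 genes in MN1 cells and 53 in neurons. A gene can pass in one comparison and miss the threshold in the other by little, so the direct comparison of hTDP-43 A315T with hTDP-43 bears on the filter. With the block, all 4 genes were higher in footprints with hTDP-43 A315T than with hTDP-43 in MN1 cells, with log2 fold changes of 1.535 for Camta1, 1.746 for Dennd4a, 1.625 for Pth1r and 0.9787 for Mid1ip1 and adjusted p-values of 1.45e-11, 5.45e-19, 3.49e-07 and 8.95e-08. The median prior degrees of freedom of this fit were 207.6, so these small p-values rest largely on the spread of genes with similar expression. Without the block these were 1.733, 1.741, 1.621 and 0.9659, with adjusted p-values of 1, 0.103, 0.148 and 1. In hTDP-43 against GFP none of the 4 genes passed in the fit with the block, where Camta1 had the largest difference (0.6873, standard error 0.238, adjusted p = 0.907). The total mRNA of Camta1 fell with hTDP-43 in that fit (log2 fold change -1.071, standard error 0.2, adjusted p = 5.87e-05 against GFP, with infinite median prior degrees of freedom). The fall came from replicate 2 alone. There, Camta1 had 83.92 CPM in total mRNA with GFP and 27.83 with hTDP-43, against 18.41 and 19.2 in replicate 1. The interaction of footprints and total mRNA of Camta1, with the culture as a block, was 1.548 for hTDP-43 against GFP (standard error 0.503) and 0.4389 for hTDP-43 A315T against hTDP-43 (standard error 0.368), each with an adjusted p of 1.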

To prioritize translational targets from ribosome profiling for further experiments, we first focused on mRNAs that showed altered translational regulation only in response to the patient mutant hTDP-43^A315T^ protein. Even though overexpression of hTDP-43 WT at a sufficiently high level can cause disease-like phenotypes (45), we know the level of expression of hTDP-43-WT in the transgenic animals that we used for primary neurons is not sufficient to cause disease (31) (Supplementary Figure S1D). Moreover, total TDP-43 expression levels in our transfected MN1 cells are also not especially high (Supplementary Figure S1A), suggesting that this filter might identify targets more likely to be disease-relevant in both systems. After applying this filter, we next selected genes for follow-up analysis that met one of two criteria: either (i) they showed strong, direct links to neurodegenerative disease based on previous studies, or (ii) they were identified in both cell types. 

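In MN1 footprints, all 4 genes of Table 2 were higher with hTDP-43 A315T than with GFP in both replicates. Camta1 (ENSMUSG00000014592, chromosome 4 from 150917322 to 151861876 on GRCm38, minus strand) had 30.13 and 99.42 CPM with GFP and 60.84 and 637.4 CPM with hTDP-43 A315T in replicates 1 and 2, from 28 to 324 counts per library. Its log2 fold change was 2.377 (standard error 0.816, adjusted p = 1) without a replicate block and 2.309 (standard error 0.211, adjusted p = 7.92e-07) with it. Dennd4a (ENSMUSG00000053641, chromosome 9 from 64811340 to 64919667, plus strand) rose from 119 ± 53.9 to 410.4 ± 51.8 CPM (SD, n = 2 each). The log2 fold change of Dennd4a was 1.788 (standard error 0.27, adjusted p = 0.156) without the block and 1.776 (standard error 0.138, adjusted p = 6.85e-08) with it. Pth1r (ENSMUSG00000032492, chromosome 9 from 110722085 to 110747145, minus strand) had 43.39 ± 25.4 CPM with GFP and 120.1 ± 8.48 with hTDP-43 A315T (SD, n = 2 each), a log2 fold change of 1.466 (standard error 0.315, adjusted p = 1) or 1.414 with the block (standard error 0.217, adjusted p = 0.000747). Mid1ip1 (ENSMUSG00000008035, chromosome X from 10715013 to 10719690, plus strand), the gene of MIG12, had 366.5 ± 272 and 826.9 ± 273 CPM (SD, n = 2 each). For Mid1ip1 the log2 fold change was 1.178 without the block (standard error 0.415, adjusted p = 1) and 1.255 with it (standard error 0.146, adjusted p = 2.12e-05). The pairing is taken from the labels, with a mean correlation of 0.3356 between MN1 footprint libraries of the same replicate number. The blocked fit had median prior degrees of freedom of 19.38, so its p-values rest in large part on the spread of genes with similar expression.

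In total mRNA with the block, the log2 fold changes against GFP were 0.1288 for Camta1 (adjusted p = 0.778), 0.555 for Dennd4a (adjusted p = 0.00737), 0.6486 for Pth1r (adjusted p = 0.204) and 0.1751 for Mid1ip1 (adjusted p = 0.382). Leaving out single cultures moved the footprint values most. Without hTDP-43 A315T replicate 2 the log2 fold change of Camta1 was -0.0745, and over the 4 fits that each left out 1 culture it ranged up to 3.465. Such fits have no block. The value of -0.0745 sets replicate 1 of hTDP-43 A315T (60.84 CPM) against both GFP replicates (30.13 and 99.42 CPM), although Camta1 rose within each replicate. In the same fits Dennd4a stayed between 1.387 and 2.351, Pth1r between 0.9744 and 2.248 and Mid1ip1 between 0.5697 and 2.254. In neurons, Camta1 and Dennd4a had footprint log2 fold changes of 0.05581 (standard error 0.154) and -0.147 (standard error 0.264) for hTDP-43 A315T against WT without the block. Those of Pth1r and Mid1ip1 were 2.212 (standard error 0.861) and 1.291 (standard error 0.512), each with an adjusted p of 1 from edgeR's test. With the block, which compares hTDP-43 A315T with WT within replicates 2 and 3 only, they shrank to 0.1895 (standard error 0.584, adjusted p = 0.973) and 0.4322 (standard error 0.29, adjusted p = 0.832), so the higher values come mainly from replicate 1, which has no WT culture. Pth1r had 6 to 176 counts per hTDP-43 A315T library in neurons and only 1 count in 2 of the hTDP-43 libraries, so that the low-count filter removed it from the comparison with hTDP-43. From genes altered only by the mutant protein, the paper selected those with links to neurodegenerative disease or found in both cell types.

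**Figure D4:**
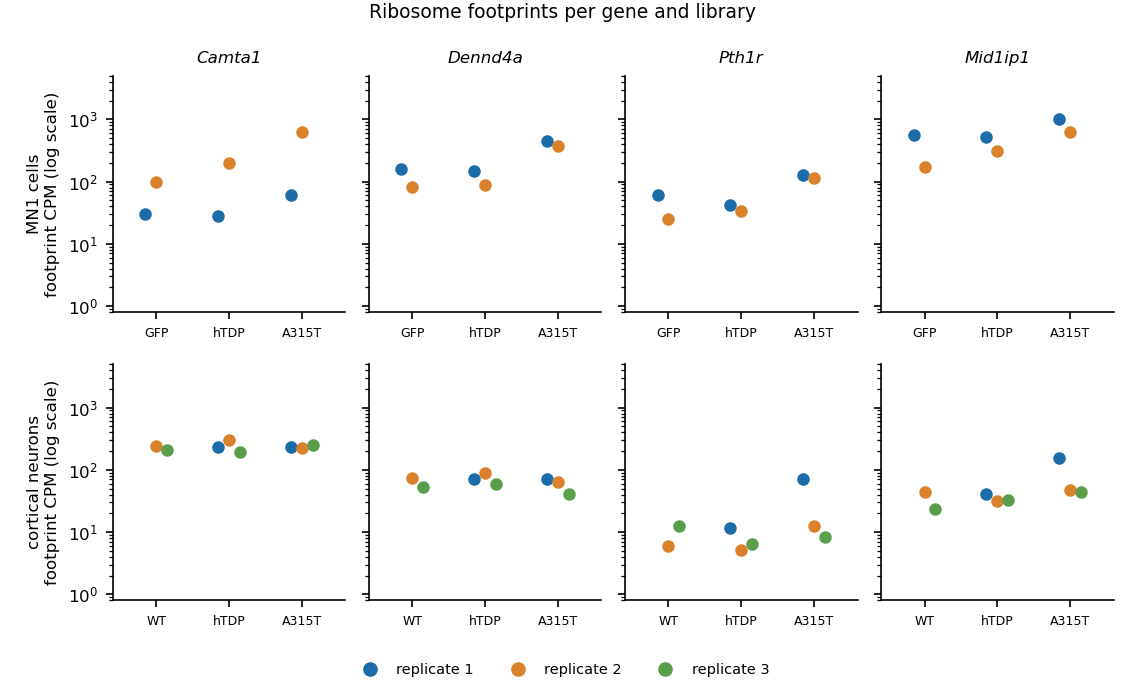
Footprint CPM on a log scale of the 4 genes of Table 2 in each library of MN1 cells (top row) and cortical neurons (bottom row), by group, with points coloured by replicate number. In MN1 cells the hTDP-43 A315T point lies above the GFP point of the same replicate for every gene, while in neurons the groups overlap for Camta1 (195.6 to 296.5 CPM in all libraries) and Dennd4a (40.88 to 88.43 CPM), and only replicate 1 of hTDP-43 A315T stands out for Pth1r (70.9 CPM) and Mid1ip1 (153.5 CPM).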

Based on these criteria, we identified four genes for further downstream analysis: *Camta1, Dennd4a, Pth1r* and *Mig12/Mid1ip1* (Table 2).

**Table 2.** Genes selected from ribosome profiling for further validation

Ensembl ID	Gene symbol	Gene name
ENSMUSG00000014592	*Camta1*	Calmodulin-binding transcription activator 1
ENSMUSG00000053641	*Dennd4a*	DENN domain containing 4A
ENSMUSG00000008035	*Mid1ip1/Mig12*	Mid1 interacting protein 1
ENSMUSG00000032492	*Pth1r*	Parathyroid hormone 1 receptor

### Polysome profiling confirms that hTDP-43^A315T^ protein increases ribosome density on *Camta1, Mig12* and *Dennd4a* mRNAs in MN1 cells

Like all high-throughput methods, ribosome profiling can lead to false positives. Therefore, we used an independent, orthogonal assay to validate the effects of hTDP-43^A315T^ on translation of specific mRNAs that we identified by ribosome profiling. Specifically, we performed sucrose density-gradient polysome profiling of specific mRNAs with transiently transfected MN1 cells. We pooled polysome gradient fractions as indicated (Figure 3A), purified RNA, and examined the relative levels of specific mRNAs in pooled gradient fractions by qRT-PCR in two independent validation experiments. When hTDP-43^A315T^ protein was expressed, *Camta1, Mig12* and *Dennd4a* mRNAs all shifted to heavier gradient fractions (Figure 3B–D), implying increased ribosome density on these mRNAs, exactly as seen in our genome-wide ribosome profiling experiments (Supplementary Tables S3 and 4). In contrast, the distribution of *Gapdh* mRNA in polysomes was not affected by hTDP43^A315T^ in these experiments, highlighting a specific effect on translation of the other mRNAs (Figure 3E). *Pth1r* mRNA also did not show a shift in this analysis, suggesting that it might have been a false positive (Supplementary Figure 2D). We did not observe a significant change in total mRNA levels for *Camta1, Mig12 or Dennd4a* mRNAs (Supplementary Figure S2E–H). Taken together, these results confirm that exogenous expression of the hTDP-43^A315T^ protein increases ribosome density on *Camta1, Mig12* and *Dennd4a* mRNAs and therefore affects their translation in motor neuron-like cells.

**Figure 3.**
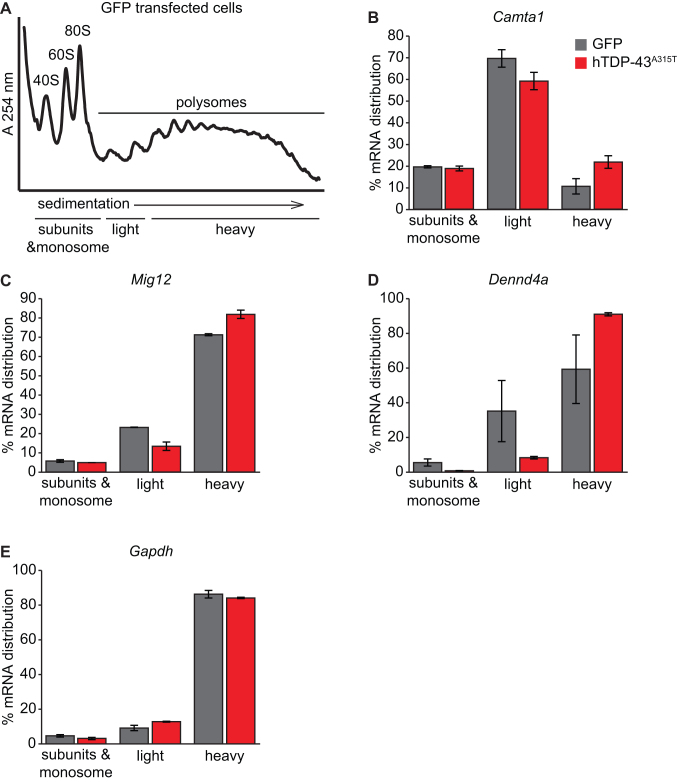
Polysome profiling confirms that TDP-43^A315T^ regulates translation of specific mRNAs. (**A**) Representative polysome profile of control MN1 cells transfected with GFP. The pooling scheme of gradient fractions used for mRNA distribution analysis is indicated. For the purpose of analysis, the distribution was separated into (i) subunits and monosomes, (ii) light polysomes (2–3 ribosomes/mRNA) and (iii) heavy polysomes (≥4 ribosomes/mRNA). (**B**–**E**) Plots showing mRNA distribution for candidate mRNAs identified by ribosome footprint profiling: *Camta1* (B), *Mig12* (C), *Dennd4a* (D) and *Gapdh* (E). (*n* = 2; values normalized to 18s rRNA; error bars show deviation from average in the replicates).

### TDP-43 protein interacts directly with *Camta1, Mig12* and *Dennd4A* mRNAs

In principle, hTDP-43^A315T^ could affect translation of specific mRNAs through direct or indirect mechanisms. To distinguish between these possibilities, we used UV-CLIP, to determine whether TDP-43 can interact directly with these mRNAs in MN1 cells (Figure 4A). We first confirmed specific immunoprecipitation of endogenous TDP-43 protein with anti-TDP-43 antibody relative to control IPs and that IP efficiency was not affected by UV treatment (Figure 4B). Next, we used qRT-PCR to examine levels of specific mRNAs in the different IP samples, comparing *Camta1*,*Mig12* and*Dennd4a* mRNAs to *Tdp-43* and *Gapdh* mRNAs. *Tdp-43* mRNA serves as a positive control, since TDP-43 is known to bind to its own mRNA for autoregulation (46). Conversely, biologically significant binding of *Gapdh* mRNA by TDP-43 has not been described. We first confirmed that mRNA signals in TDP-43 IPs from UV-treated cells were greater than IgG control background in each of our three replicate experiments (Supplementary Table S7). Next, we quantified the percent of input mRNA that co-immunoprecipitated with TDP-43 protein. In UV-treated cells, we observed significant enrichment over *Gapdh* mRNA for *Tdp-43, Camta1, Mig12 and Dennd4a* mRNAs (Figure 4C). In the absence of UV treatment, mRNA recovery was reduced by more than 100- fold and significant enrichment relative to *Gapdh* mRNA was lost, demonstrating crosslink dependence of the detected interactions. (Figure 4D and Supplementary Table S7). We conclude that TDP-43 protein interacts directly with *Camta1, Mig12*, and*Dennd4a* mRNAs in motor neuron-like MN1 cells.

**Figure 4.**
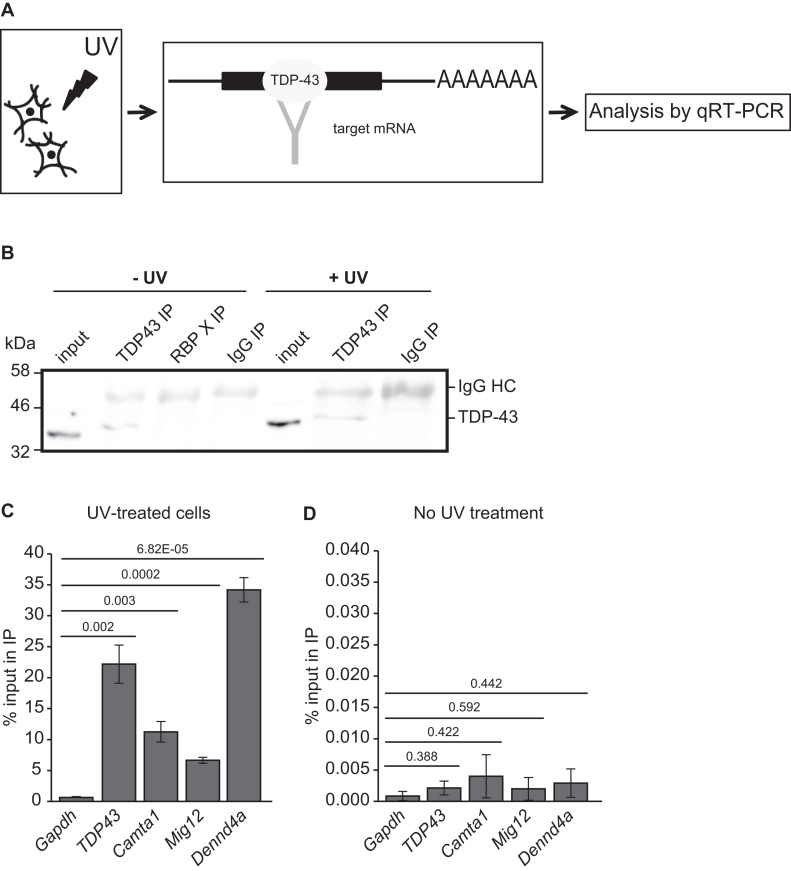
CLIP shows that TDP-43 directly interacts with translational target mRNAs. (**A**) Schematic diagram of the CLIP experiment. (**B**) Immunoblot showing specific IP of TDP-43 from MN1 cells under CLIP conditions. A TDP-43 band is specifically observed in the input and TDP-43 IP lanes from both untreated and UV-treated cells, but not in the IgG or anti-RBP X control lanes. RBP X is an IP of a different RNA-binding protein, which serves as an additional specificity control here. (**C** and **D**) Plots showing percentage of input mRNA in the TDP-43 IP for the mRNAs indicated in three separate CLIP assays from MN1 cells. Performing CLIP from UV-treated cells leads to significant recovery and enrichment relative to *Gapdh* for all mRNAs examined (C). In the absence of UV treatment, much less mRNA is recovered and no significant enrichment relative to *Gapdh* mRNA is observed. Note that the *Y*-axis scale in D is 1000× smaller than in C, indicating strong crosslinking dependence of mRNA co-immunoprecipitation (*n* = 3, s.e.m. error bars, *P*-values indicated in the plot, unpaired two-tailed *t*-test).

### hTDP-43 and hTDP-43^A315T^ enhance translation of *Camta1* and *Mig12* mRNAs via their 5′UTRs

We next sought to determine which regions of the translationally targeted mRNAs might be important for regulation. First, we manually searched for potential TDP-43 binding sites in annotated *Camta1, Mig12* and *Dennd4a* mRNAs. Long (UG) repeats strongly correlate with TDP-43 binding, but shorter motifs are neither necessary nor sufficient (16,17). 

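Runs of alternating U and G were searched in the coding transcripts of the 3 genes that the GENCODE M21 annotation of GRCm38 lists, separately in the 5′UTR, the coding sequence and the 3′UTR. The longest run was 8 nt. In Dennd4a it is GTGTGTGT (written as DNA), on chromosome 9 from 64917099 to 64917106, at position 4 of the 2572 nt of the 3′UTR, within the sequence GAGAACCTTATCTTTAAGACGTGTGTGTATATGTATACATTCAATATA. In Mid1ip1 it is also GTGTGTGT, on chromosome X from 10719457 to 10719464, at position 679 of the 912 nt of the 3′UTR, within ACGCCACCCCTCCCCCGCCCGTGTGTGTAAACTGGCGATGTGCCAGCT. Camta1 has a longest run of 7 nt in the coding sequence (chromosome 4 from 151086150 to 151086156) and in the 3′UTR (from 151062113 to 151062119). The coding sequence of Dennd4a holds a run of 7 nt (chromosome 9 from 64839022 to 64839028). In the 5′UTRs of the transcripts with the longest coding sequence, the longest run was 3 nt in Camta1, 4 nt in Dennd4a and 5 nt in Mid1ip1. Another Camta1 transcript, with a coding sequence of 1776 nt, has a run of 6 nt in its 5′UTR. Counting only the transcript with the longest coding sequence of each gene left the longest run at 8 nt. Runs of at least 6 nt numbered 3 in the 3′UTR of Camta1, 3 in that of Dennd4a and 1 in that of Mid1ip1. The paper, which found no repeats above 5 nt, proposes that TDP-43 binds these mRNAs through short motifs or sites of another type. The runs of 6 to 8 nt listed here exceed that limit. The paper's rule for counting repeats was not found.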

We found no repeats >5 nt in these mRNAs (Supplementary Table S8), suggesting that TDP-43 either recognizes these mRNAs through short motifs or other types of binding sites.

Next, we generated plasmids encoding Renilla luciferase (RLuc) reporters with 5′ or 3′UTRs from *Mig12*,*Camta1* and*Dennd4a* mRNAs. We co-transfected MN1 cells with these reporters and an excess of a plasmid encoding hTDP-43^A315T^ or an equivalent amount of a control plasmid encoding GFP. In parallel, we also evaluated whether the effects were indeed specific for the mutant TDP-43 protein by co-transfecting a similar amount of plasmid encoding hTDP-43, which we know gives similar protein expression levels to the mutant under our assay conditions (Supplementary Figures S1A–C and 2A–C). As shown in Figure 5, in dual luciferase assays we observed enhanced RLuc levels only from specific combinations of reporters and proteins. Importantly, under the tested conditions neither hTDP-43 nor hTDP-43^A315T^ affected RLuc production from the control plasmid used for cloning (Figure 5A). Co-transfection of either hTDP-43 or hTDP-43^A315T^ led to a significant increase in Rluc activity for both *Camta1* and *Mig12* 5′UTR reporters (Figure 5B and D). In contrast, no significant increase was observed for *Camta1* or *Mig-12* 3′UTR reporters with either protein (Figure 5C and E). These data highlight the 5′UTRs of *Camta1* and *Mig12* mRNAs as important regions for their translational enhancement by TDP-43. They also reveal that regulation in these cases is not specific to the patient mutant allele: hTDP-43 and hTDP-43A315T were both able to stimulate RLuc output from these reporters to similar extents.

**Figure 5.**
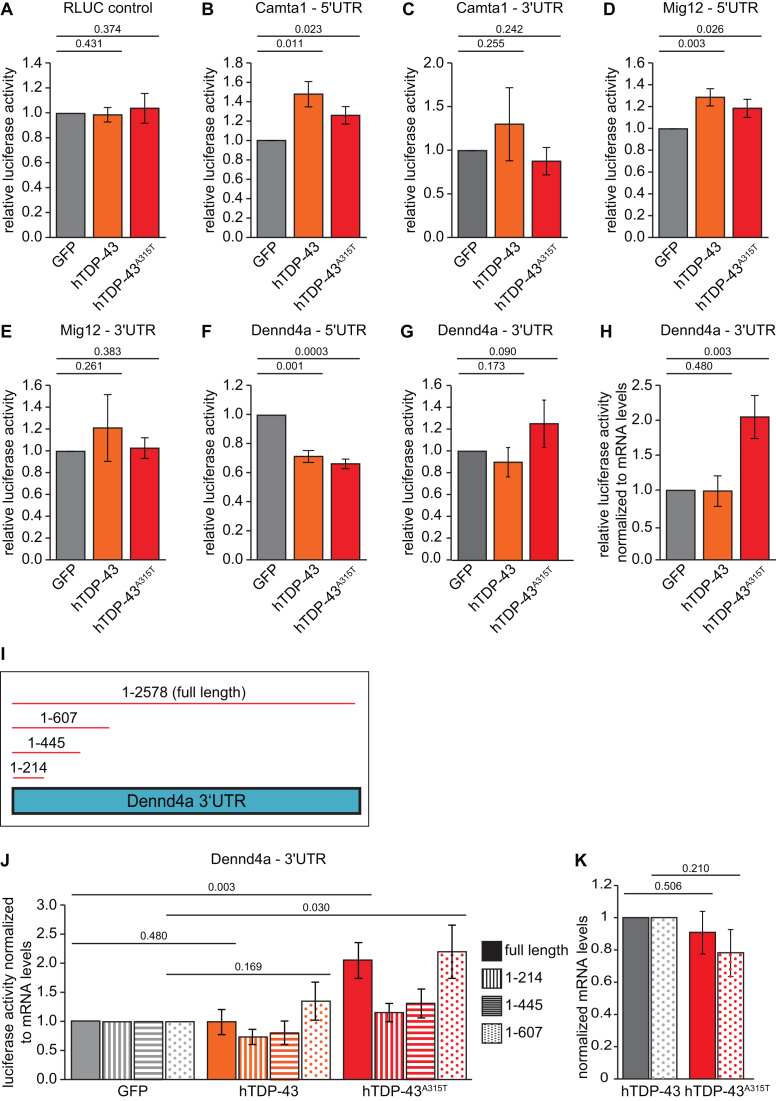
Luciferase reporter assays reveal mRNA regions important for translational regulation by WT and mutant TDP-43. Relative luciferase activity measured by dual luciferase assay in MN1 cells transfected with GFP, hTDP-43 or hTDP-43^A315T^ and co-transfected with Fluc and either Rluc vector ctrl containing no UTR of interest (**A**), *Camta1* 5′UTR (**B**), *Camta1* 3′UTR (**C**), *Mig12* 5′UTR (**D**), *Mig12* 3′UTR (**E**), *Dennd4a* 5′UTR (**F**), *Dennd4a* 3′UTR (**G**). (**H**) Relative luciferase activity normalized to mRNA levels in cells co-transfected with *Dennd4a* 3′UTR. (**I**) Schematic of *Dennd4a* 3′UTR-derived constructs used for this study. (**J**) Relative luciferase activity normalized to mRNA levels in cells co-transfected with GFP, hTDP-43 or hTDP-43^A315T^, Fluc, and the indicated Dennd4a 3′UTR constructs shown in I (*n* = 3–7; s.e.m. error bars, *P*-value indicated, unpaired one-tailed *t*-test). (**K**) Comparison of hTDP-43 mRNA expression levels in the MN1 cells transiently co-transfected with hTDP-43 or hTDP-43^A315T^. Lack of a significant difference implies that specific regulation of the *Dennd4a* reporters by hTDP-43^A315T^ is not due to differential expression versus hTDP-43 (*n* = 3–7; s.e.m. error bars, *P*-values indicated, unpaired two-tailed *t*-test).

### hTDP-43^A315T^ enhances translation of *Dennd4a* mRNA through a mechanism that requires a specific 3′UTR region

Unlike *Camta1* and *Mig12*, the 5′UTR of *Dennd4A* mRNA appeared to confer translational repression by both hTDP-43 and hTDP-43^A315T^ under our assay conditions (Figure 5F). This was surprising, given that hTDP-43^A315T^ expression increased ribosome density on *Dennd4a* mRNA in both polysome assays (Figure 3D) and the original ribosome profiling screen (Supplementary Table S3). 

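In the ribosome profiling of MN1 cells, Dennd4a had 157.1 and 80.92 footprint CPM with GFP, 149.7 and 89.64 with hTDP-43, and 447.1 and 373.8 with hTDP-43 A315T (replicates 1 and 2). Its total mRNA had means of 112.3 ± 9.03, 96.9 ± 9.39 and 164 ± 15.5 CPM in these groups (SD, n = 2 each). Against hTDP-43, the footprints rose by 1.741 on the log2 scale without a replicate block (standard error 0.241, adjusted p = 0.103 from edgeR's quasi-likelihood test) and by 1.746 with the block taken from the replicate labels (standard error 0.158, adjusted p = 5.45e-19). The blocked fit had median prior degrees of freedom of 207.6, so its p-value rests largely on the spread of genes with similar expression. Total mRNA rose by 0.7534 without the block (adjusted p = 0.545) and 0.7441 with it (adjusted p = 0.00589). The interaction, which compares footprints with total mRNA, was 1.218 for hTDP-43 A315T against GFP (standard error 0.33, adjusted p = 1), or 1.278 with the culture as a block (standard error 0.223, adjusted p = 0.0161). Against hTDP-43 the interaction with the block was 0.9936 (standard error 0.251, adjusted p = 0.193). hTDP-43 itself left the footprints of Dennd4a at the level of GFP (log2 fold change 0.05761, standard error 0.319). Leaving out GFP or hTDP-43 A315T cultures in turn moved the interaction against GFP between 0.8972 and 1.711. The paper takes the increase in footprints as evidence that hTDP-43 A315T raises the ribosome density on Dennd4a mRNA.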

Standard luciferase measurements with the *Dennd4a* 3′UTR reporter showed only a trend toward increased RLuc activity in the presence of hTDP-43^A315T^ (Figure 5G). However, normalizing luciferase activity to reporter mRNA levels revealed a significant increase in RLuc protein/mRNA that was strikingly specific for the hTDP-43^A315T^ mutant protein (Figure 5H). These data suggest that a disease-causing allele of TDP-43 has a function not shared with WT TDP-43: selective enhancement of translation of *Dennd4a* mRNA via its 3′UTR.

To determine which regions of the *Dennd4a* 3′UTR might be important for selective translational enhancement by hTDP-43^A315T^, we tested a series of truncation mutants in the same assay setup (Figure 5I and J). As shown in Figure 5J, hTDP-43^A315T^ was able to enhance translation of a reporter containing nucleotides 1–607 of the *Dennd4a* mRNA 3′UTR to a level comparable to the full-length 3′UTR reporter, whereas truncating further abolished regulation. As expected, WT hTDP-43 did not stimulate translation of any of these reporters. Importantly, this was not due to differential expression of hTDP-43, since its mRNA levels were very similar to those for hTDP-43^A315T^ in these assays (Figure 5K). These data suggest that a region between nucleotides 445 and 607 of the *Dennd4a* 3′UTR is particularly important for selective translational enhancement of this mRNA by a patient mutant allele of TDP-43.

### hTDP-43 overexpression leads to increased CAMTA1 and MIG12 protein levels in MN1 cells

Having established that TDP-43 binds directly to *Camta1, Mig12* and *Dennd4a* mRNAs and can enhance translation via their UTRs, we next sought to determine the potential functional impact of altered translation of these mRNAs on levels of the encoded proteins. After testing a number of antibodies in both western blot and immunofluorescence applications, we identified antibodies to CAMTA1 and MIG12 that gave strong signal in immunofluorescence assays. Moreover, this signal was specific, since it was significantly reduced upon siRNA knockdown of the corresponding mRNA (Supplementary Figure S3). For this reason, we focused our analysis on these two proteins, using immunofluorescence signal intensity as a readout for protein levels. In addition, we also reasoned that immunostaining might be more sensitive and could provide information about potential spatial effects of altered protein synthesis. We transfected MN1 cells with V5-tagged hTDP-43 variants and examined the impact on endogenous CAMTA1 and MIG12 immunofluorescence signal intensity in confocal microscopy images. Transfection efficiencies were around 70% in these assays, allowing us to compare protein levels in transfected (V5^+^) cells to neighboring untransfected (V5^−^) cells from the same coverslip. Since these untransfected (V5^−^) cells have been processed and imaged in parallel, they serve as an ideal internal control.

Consistent with the reporter assay results, we observed increased levels of CAMTA1 protein in cells transfected with either hTDP-43 WT or hTDP-43^A315T^ protein (Figure 6A and B) and this was manifested in both the nucleus and cytoplasm (Figure 6C and D). MIG12 protein levels were also increased in cells transfected with either hTDP-43-V5 or hTDP-43^A315T^–V5 protein relative to neighboring untransfected (V5^−^) control cells (Figure 6E and F). However, a significant increase in MIG12 protein levels appeared only in the nucleus, even though specific MIG12 protein signal was present in both the nucleus and cytoplasm (Figure 6G and H; Supplementary Figure S3). As an additional control for these studies, we transfected a plasmid encoding EGFP instead of TDP-43 and compared GFP^+^ cells to their GFP^−^ neighbors. CAMTA1 and MIG12 protein levels were not changed between GFP^+^ and GFP^−^ cells (Supplementary Figure S4), highlighting a specific role for TDP-43 in this assay. These data indicate that increased levels of TDP-43 can enhance protein levels encoded by two of its directly bound translational targets. Moreover, as for translational enhancement of *Camta1* and *Mig12* 5′UTR reporters in luciferase assays (Figure 5), these effects on endogenous protein levels are observed with either WT or mutant TDP-43.

**Figure 6.**
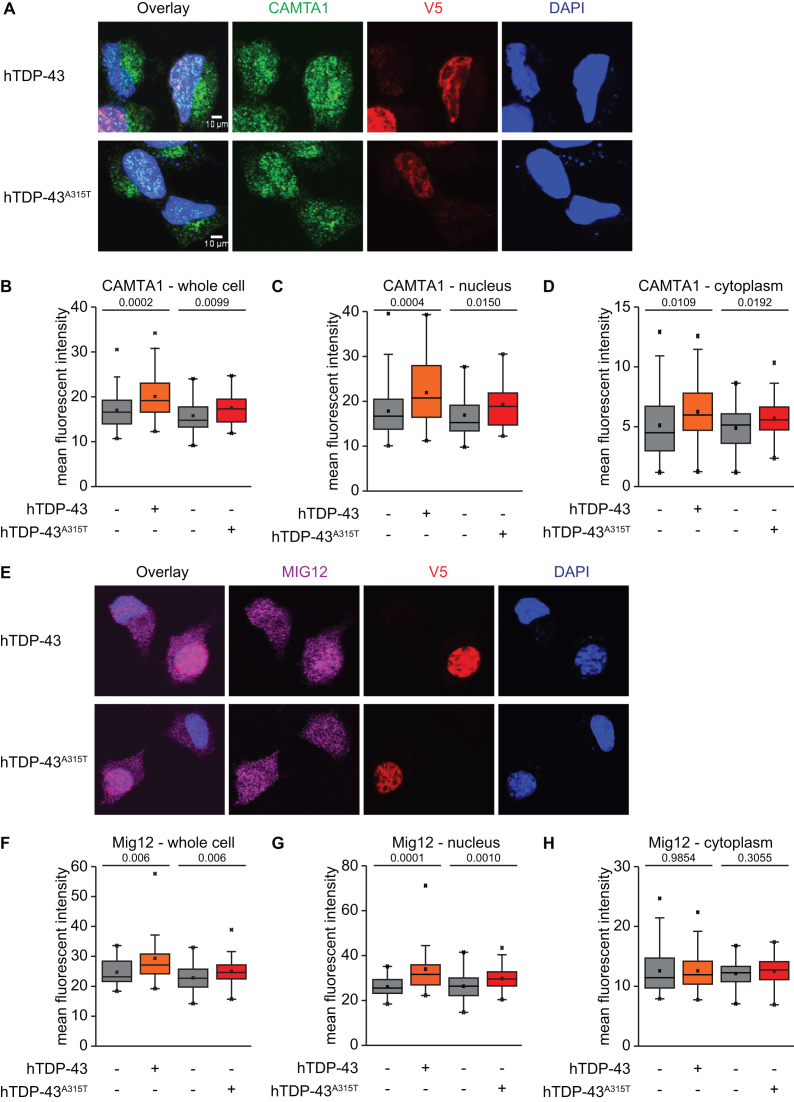
hTDP-43 or hTDP-43^A315T^ overexpression leads to increased CAMTA1 and MIG12 protein levels in MN1 cells. (**A**) Immunofluorescence of MN1 cells transiently transfected with hTDP-43-V5 or hTDP-43^A315T^-V5 and stained for CAMTA1 (green), V5 (red) and DAPI (blue); Scale bar represents 10 μm. Intensity of CAMTA1 in whole cell (**B**), nucleus (**C**) and cytoplasm (**D**); (*n* = 40–60 cells each; *P*-value indicated in each plot; unpaired two-tailed *t*-test). (**E**) Immunofluorescence of MN1 cells transiently transfected with hTDP-43-V5 or hTDP-43^A315T^-V5 and stained for MIG12 (magenta), V5 (red) and DAPI (blue); Scale bar represents 10 μm. Intensity of MIG12 in whole cell (**F**), nucleus (**G**) and cytoplasm (**H**); (*n* = 30–70 cells each; *P*-value indicated in each plot; unpaired two-tailed *t*-test).

### hTDP-43^A315T^ expression leads to increased MIG12 protein levels in processes of primary cortical neurons

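Mid1ip1 footprints were counted in both cell types. In MN1 cells they had 558.5 and 174.6 CPM with GFP, 530.9 and 312.2 with hTDP-43 and 1020 and 633.5 with hTDP-43 A315T (replicates 1 and 2). In neurons they had 44.81 and 23.27 CPM in WT (replicates 2 and 3), 41.19, 31.21 and 32.6 in hTDP-43 and 153.5, 48.03 and 43.94 in hTDP-43 A315T (replicates 1, 2 and 3). The neuron libraries rest on 5 to 381 counts of this gene. In neurons, the log2 fold change of hTDP-43 A315T was 1.291 against WT (standard error 0.512, adjusted p = 1) and 1.22 against hTDP-43 (standard error 0.436, adjusted p = 1) without a replicate block. With the block, paired by the replicate labels, it was 0.4322 against WT (standard error 0.29, adjusted p = 0.832) and 1.664 against hTDP-43 (standard error 0.239, adjusted p = 0.00205 from edgeR's quasi-likelihood test). The rise against hTDP-43 is largest in replicate 1 (153.5 against 41.19 CPM) and smaller in replicates 2 (48.03 against 31.21) and 3 (43.94 against 32.6). Without the block, leaving out 1 culture at a time gave log2 fold changes of 0.22 to 1.562 against hTDP-43. Libraries of the same number correlated with a mean r of 0.1202 in neuron footprints. In MN1 cells the log2 fold change against GFP was 1.178 (standard error 0.415, adjusted p = 1) without the block and 1.255 (standard error 0.146, adjusted p = 2.12e-05) with it. Total mRNA of Mid1ip1 changed by 0.1712 in MN1 cells (standard error 0.129) and 0.1193 in neurons (standard error 0.358) against the control without the block. With the block these values were 0.1751 (standard error 0.1) and -0.3112 (standard error 0.467), and none of them passed the threshold. Over the fits that each left out 1 culture, the neuron footprint log2 fold change against WT ranged from 0.303 to 1.936, the lowest without hTDP-43 A315T replicate 1. A test of the difference between the cell types gave 0.1539 without the block (standard error 0.76, adjusted p = 1) and -0.8862 with it (standard error 0.399, adjusted p = 1). From the presence of the gene in both lists, the paper reasons that MIG12 is a target of hTDP-43 A315T in MN1 cells and in neurons.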

In our ribosome profiling screen, MIG12 was identified as an hTDP-43^A315T^ target in both MN1 cells and primary neuronal cultures (Table 1). Thus, we next investigated the effect of mutant hTDP-43 expression on MIG12 protein levels in primary cortical neurons derived from the same transgenic mouse ALS model expressing hTDP-43^A315T^ (32). As in MN1 cells, MIG12 was present in both the nucleus and cytosol of cultured cortical neurons. Moreover, we also detected MIG12 staining in neuronal processes marked by Tau1 antibody staining (Figure 7A and B). In contrast to MN1 cells, we did not observe any change in nuclear MIG12 intensity in cultured cortical neurons expressing hTDP-43^A315T^ relative to non-transgenic littermate controls (Supplementary Figure S5). However, quantification of MIG12 signal intensity in neuronal processes revealed a significant increase in the MIG12 protein level in neurites of cells expressing hTDP-43^A315T^ protein as compared to non-transgenic WT cells (Figure 7C). In contrast, levels of phosphorylated Tau protein (Tau1 staining) in neuronal processes were not significantly altered (Figure 7B and D), supporting a specific effect on MIG12 protein levels. Thus, our immunostaining data show that MIG12 protein levels are also affected by hTDP-43^A315T^ protein in primary cultures of cortical neurons. Intriguingly, the effect here is also cellular compartment-specific, but manifests in neuronal processes, rather than in the nucleus.

**Figure 7.**
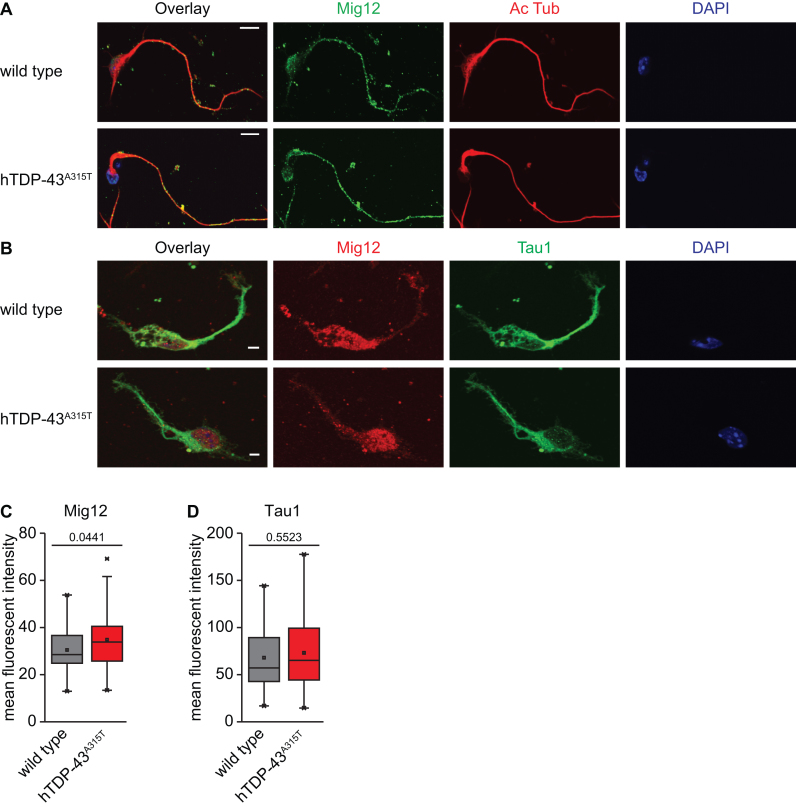
hTDP-43^A315T^ expression leads to increased MIG12 protein levels in processes of primary cortical neurons. (**A** and **B**) Representative immunofluorescence images of DIV2 primary cortical neurons from mice expressing the hTDP-43^A315T^ protein or non-transgenic WT littermates. Scale bar represents 10 μm. (A) MIG12 (green), Acetylated tubulin (red) and DAPI (blue). (B) MIG12 (red), TAU (using Tau1 antibody, red) and DAPI (blue); (**C**) Quantification of mean fluorescent intensity of MIG12 in neurites. (*n* = 37–40 cells from three independent cultures; unpaired two-tailed *t*-test, *P*-values indicated in plot). (**D**) Quantification of mean fluorescent intensity of Tau1 immunoreactivity in neurites (*n* = 30–33 cells from three independent cultures; unpaired two-tailed *t*-test, *P*-values indicated in plot).

### MID1, a disease-associated MIG12 binding partner, modifies TDP-43’s effects on MIG12 protein

Unlike CAMTA1 and DENND4a, no direct connection between MIG12 and neurodegenerative disease has previously been described. However, several lines of evidence support a role for MIG12’s protein-protein interaction partner, MID1, in both neurodevelopmental disorders and neurodegenerative disease (47). MID1 is a cytoplasmic protein whose molecular functions include E3 ubiquitin ligase activity and regulation of translation through direct and indirect mechanisms (47–51). This suggests that MID1 binding to MIG12 could affect MIG12 protein levels, and that this could be a potential connection between altered *Mig12* mRNA translation and neurodegenerative disease. To examine this possibility, we asked whether increasing cytoplasmic MID1 levels had any impact on how TDP-43 affects MIG12 protein levels. Specifically, we transfected MN1 cells with either hTDP-43 or hTDP-43^A315T^ and co-transfected equivalent amounts of either pcDNA3 empty vector control or myc-GFP-MID1 (Figure 8A and B, respectively). When pcDNA3 empty vector was co-transfected, we observed the expected increased protein levels driven by hTDP-43 or hTDP-43^A315T^ (Figure 8A and C). In striking contrast, co-transfection of a myc-GFP-MID1 plasmid led to expression of myc-GFP-MID1 in the cytoplasm and completely abolished TDP-43’s effects on nuclear MIG12 levels (Figure 8B and C). Cytoplasmic MIG12 levels were not affected by hTDP-43 or hTDP-43^A315T^ when either pCDNA3.1 or myc-GFP-MID1 was co-transfected (Figure 8D). Thus, overexpression of MID1 can mitigate the effect of overexpressing hTDP-43 proteins on MIG12 protein levels in MN1 cells. These results suggest that cytoplasmic MID1 levels can determine whether altered ribosome density on *Mig12* mRNA leads to altered MIG12 protein levels in the nucleus.

**Figure 8.**
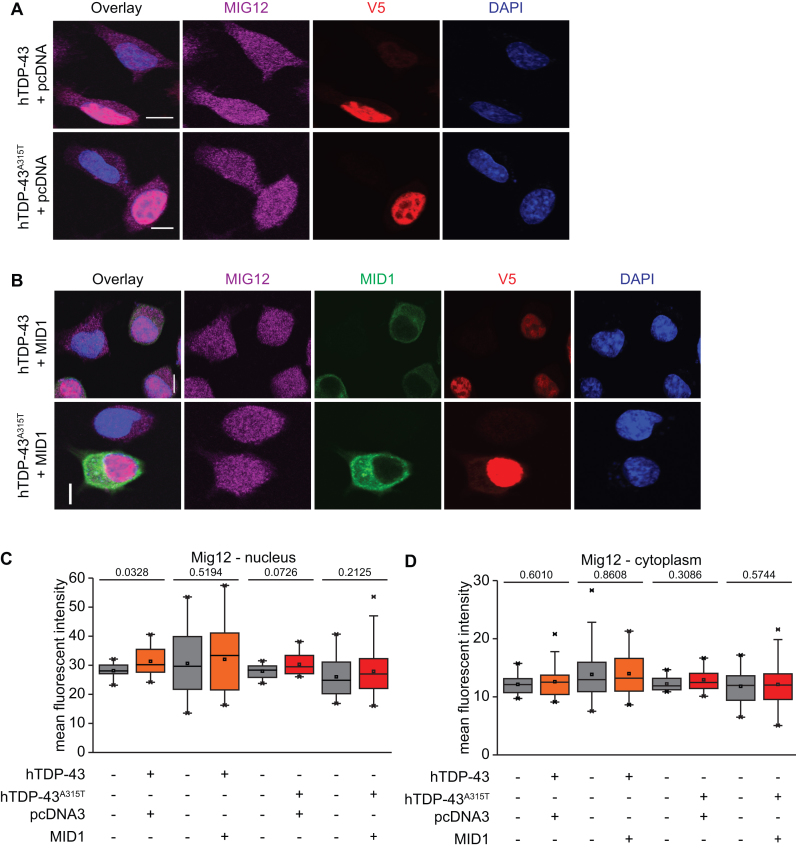
Overexpressing the MIG12 binding partner, MID1, abolishes TDP-43’s effects on MIG12 protein levels. Immunofluorescence of MN1 cells transiently transfected with (**A**) Flag-hTDP-43- V5/ Flag- hTDP-43^A315T^-V5 and pcDNA control plasmid stained for MIG12 (Magenta), V5 (red) and DAPI (blue). Immunofluorescence of MN1 cells transiently transfected with (**B**) Flag-hTDP-43- V5/ Flag- hTDP-43^A315T^-V5 and MycGFP Mid1 plasmid stained for MIG12 (Magenta), MID1 (green from GFP), V5 (red) and DAPI (blue). Scale bar represents 10 μm. Intensity of MIG12 in nucleus (**C**) and cytoplasm (**D**) (*n* = 10–24 cells for hTDP-43/ hTDP-43^A315T^ and pcDNA3 transfection; *n* = 42–72 cells for hTDP-43/hTDP-43^A315T^ and MycGFP Mid1 transfection; *P*-value indicated in each plot; unpaired two-tailed *t*-test).

## DISCUSSION

TDP-43 has a central role in the neurodegenerative diseases ALS and FTD, but how exactly it causes these diseases remains unclear. Studies to date have focused more on loss of function and the impact of overexpressed TDP-43 on altered nuclear functions. Less attention has been paid to potential direct effects on cytoplasmic steps of gene expression. Here, we used genome-wide ribosome profiling of motor neuron-like cells and primary cortical neurons to examine the effects of overexpressing WT hTDP-43 and the patient mutant hTDP-43^A315T^. In combination with several downstream assays, this revealed a novel function of TDP-43 as an mRNA-specific translational enhancer for *Camta1, Mig12* and*Dennd4a*. Interestingly, overexpressing either WT or the TDP-43^A315T^ patient mutant protein stimulated translation of *Camta1* and *Mig12* mRNAs. In contrast, translational enhancement of *Dennd4a* mRNA was only observed with the patient mutant allele.

How does TDP-43 enhance translation? For *Camta1* and *Mig12* mRNAs, our data suggest a gain-of-function mechanism operating through their 5′UTRs. Overexpressing either WT or mutant hTDP-43 similarly affected luciferase reporters derived from these mRNAs, as well as cellular levels of CAMTA1 and MIG12 proteins in MN1 cells. Our luciferase reporter data also highlight the 5′UTRs of these mRNAs as a key *cis*-element for their translational enhancement by TDP-43. Taken together with our CLIP data demonstrating that TDP-43 binds directly to both mRNAs, this suggests that TDP-43 functions through the 5′UTRs of these mRNAs to stimulate translation. Manual inspection of these UTRs does not reveal obvious similarities, raising the possibility that the underlying mechanisms might nevertheless be different, despite both involving 5′UTRs. Translational enhancement of *Dennd4a* mRNA appears to involve a fundamentally different mechanism. In this case, overexpression of the hTDP-43^A315T^ mutant, but not WT hTDP-43, selectively enhanced translational output via the *Dennd4a* 3′UTR. Moreover, using CLIP, we found that WT TDP-43 can be efficiently crosslinked to this mRNA. This suggests that differential translational enhancer activity, rather than binding per se underlies the mutant-specific effect. In the future, a systematic comparison of the impact of other patient alleles on *Dennd4a* translation would be interesting. It will also be important to map the exact regions that mediate TDP-43 interaction with these mRNAs and compare in detail the translational enhancer mechanisms operating via their UTRs.

Previous studies suggest how TDP-43’s translational enhancer function might be relevant to neurodegenerative disease. Mice lacking *Camta1* develop ataxia and show Purkinje cell degeneration along with significant cerebellar atrophy at the age of 3 months (52). In humans, *CAMTA1* variants are implicated in neurobehavioral abnormalities (53), episodic memory performance (54) and modulate ALS patient survival (55). Moreover, both CAMTA1 and DENND4A were independently found to be ‘Master Regulators’ (MRs) of neurodegenerative disease transcriptional programs in an in vivo Parkinson’s disease model and a cultured motor neuron-based ALS model (56,57). Remarkably, CAMTA1 and DENND4A were among the three common MRs identified in both studies. This suggests a central role for both CAMTA1 and DENND4A proteins in driving transcriptional programs underlying neurodegenerative diseases. The ALS study also showed that DENND4A is a motor neuron ‘death driver’, since *Dennd4a* mRNA knockdown led to significantly enhanced survival of cultured spinal motor neurons. This suggests that enhanced translation of *Dennd4a* mRNA might promote motor neuron death. It is unclear what upstream events trigger deregulation of the Master Regulators themselves to unleash the transcriptional program that drives disease. Because mRNA levels for the MRs do not change in disease, the trigger presumably is post-transcriptional. Our data raise the possibility that altered translation of mRNAs encoding neurodegeneration Master Regulators could be an important, relatively early component of disease caused by altered TDP-43 activity in the cytoplasm.

According to our results, any physiological condition that leads to gain of TDP-43 function could affect *Camta1* mRNA translation. What though would be the significance for disease of a mutant-specific effect on *Dennd4a* mRNA translation, given that most ALS does not involve mutations in TDP-43? Similar to cancer, where oncogene expression is rarely sufficient on its own to cause disease, neurodegenerative diseases are hypothesized to follow a multiple hit model (58). Although the ‘hits’ are not completely defined, one idea is that specific lesions combine with chronic activation of cellular stress pathways to push cells over a ‘stressor threshold’ (59). Thus, chronic stress (or some other ‘hit’) might ultimately lead to deregulated DENND4A expression in ALS patients lacking a TDP-43 mutation. In principle, this could involve regulatory effects on WT TDP-43 that we do not model in our MN1 cell assays. Alternatively, DENND4A activation in the absence of TDP-43 mutations could occur through a TDP-43-independent mechanism or might not even be necessary in some forms of ALS. Our results motivate *in vivo* experiments to examine these scenarios and dissect the potential contribution of altered translation of *Camta1* and *Dennd4A* mRNAs to disease onset and progression.

In the case of MIG12, a potential connection between enhanced translation by TDP-43 and disease is less obvious. In MN1 cells, overexpression of either hTDP-43 or hTDP-43^A315T^ led to increased nuclear protein, whereas in primary cortical neurons, hTDP-43^A315T^ overexpression led to increased MIG12 protein levels only in neurites. Taken together, these results highlight dynamic regulation of MIG12 protein levels in response to TDP-43 overexpression, which varies with cell type. What might be the physiological consequence of altered MIG12 levels in these different compartments? MIG12’s nuclear function has yet to be identified, but two cytoplasmic functions for MIG12 have been described: regulating fatty acid synthesis via effects on the acetyl-CoA carboxylase complex (60) and binding Mid1 to affect microtubule stabilization (61). Changes in fatty acid metabolism (62) and microtubule dynamics are both implicated in neurodegeneration (63,64). Thus, our work motivates future use of ALS models to test whether altered MIG12 protein levels are indeed affecting these processes and to evaluate their potential contributions to disease phenotypes.

Our results also illustrate general principles of how mRNA-specific translational control affects protein levels. First, the impact of altered mRNA translation on levels of the encoded protein can be cell-compartment specific. While this is intuitive for local translation in neuronal processes, it is less obvious that effects on translation would only affect nuclear protein levels for a protein also present in the cytoplasm. Nevertheless, this is what we see for MIG12 in MN1 cells. Second, which compartment is affected can be cell-type specific: unlike cultured MN1 cells, we saw increased MIG12 in primary cortical neuron processes. Third, whether altered translation affects protein levels at all can be modulated by changes in levels of that protein’s interaction partners. Overexpressing MIG12’s cytoplasmic binding partner, MID1, abolished a TDP-43-driven increase in nuclear MIG12 protein levels in motor neuron-like cells. Since MID1 is an E3 ubiquitin ligase (48,50,51), this could imply that newly synthesized MIG12 is rapidly targeted by MID1 for degradation by the ubiquitin-proteasome system. While MID1 has been implicated in RNA regulation of key molecules in Alzheimer’s and Huntington’s disease (reviewed in (47)), it has not previously been implicated in TDP-43-driven neurodegeneration. Our data suggest it would be interesting to see how MID1 is regulated in ALS/FTD and how this may relate to TDP-43’s effects on *Mig12* mRNA translation.

In sum, we have identified a new function for TDP-43 as an mRNA-specific translational enhancer. TDP-43 gain-of-function can enhance translation of *Camta1* and *Mig12* mRNAs in motor neuron-like cells via mechanisms operating through their 5′UTRs. In contrast, we found that translational enhancement of *Dennd4a* mRNA occurs via the 3′UTR and is selectively triggered by a mutant allele of TDP-43 that causes disease in patients. Our results help to elucidate translational regulation by RNA-binding proteins and raise the possibility that TDP-43’s mRNA-specific translational enhancer function contributes to neurodegenerative disease.

## DATA AVAILABILITY

Ribopip is an open source pipeline for the analysis of the ribosome profiling data implemented in Ruby and available in the GitHub repository (http://github.com/stepf/RiboPip).

BAM Files from this study mapped to the UCSC browser are available.

Ribosome Profiling and RNA-Seq datasets from this study are available through the Gene Expression Omnibus (GEO) under accession number GSE111775.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: TDP-43 enhances translation of specific mRNAs linked to neurodegenerative disease
**Source:** Nucleic Acids Res. 2018 Oct 24;47(1):341–61. doi: 10.1093/nar/gky972
**Supplement:** Supplementary Data

SUPPLEMENTARY FIGURE 1 - Neelagandan et al

A

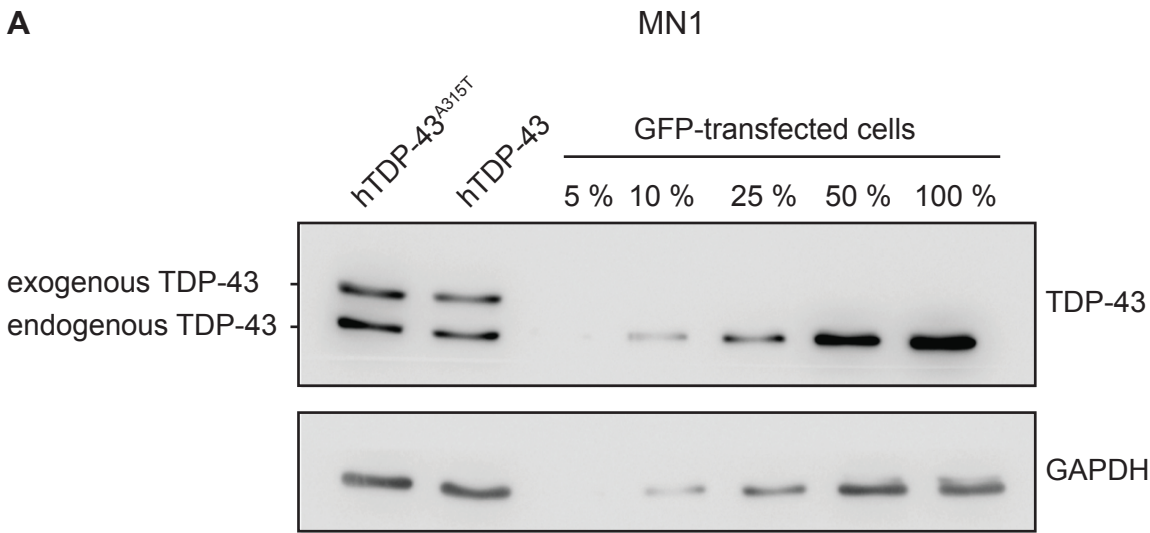

B

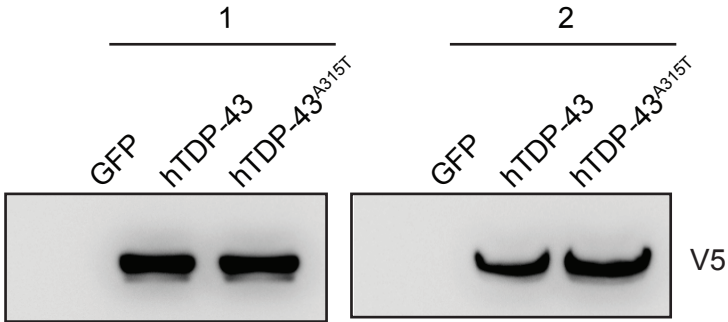

C

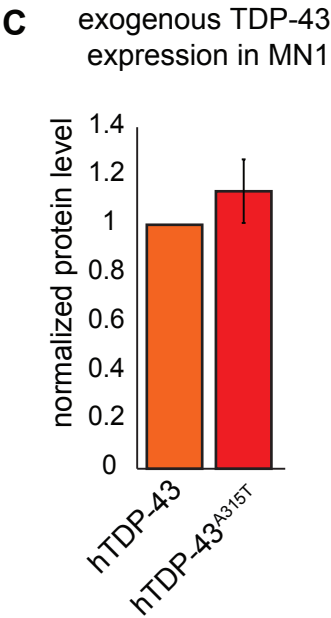

D primary neurons

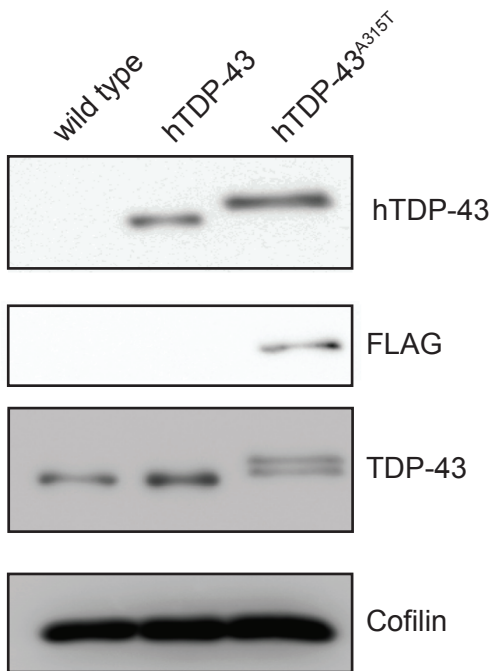

E

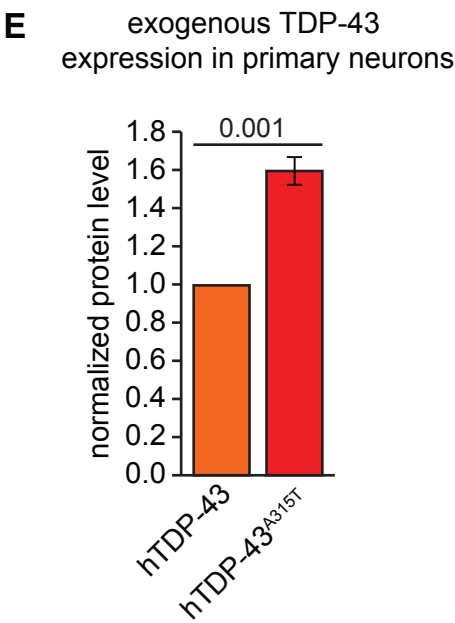

# SUPPLEMENTARY FIGURE 2 - Neelagandan et al

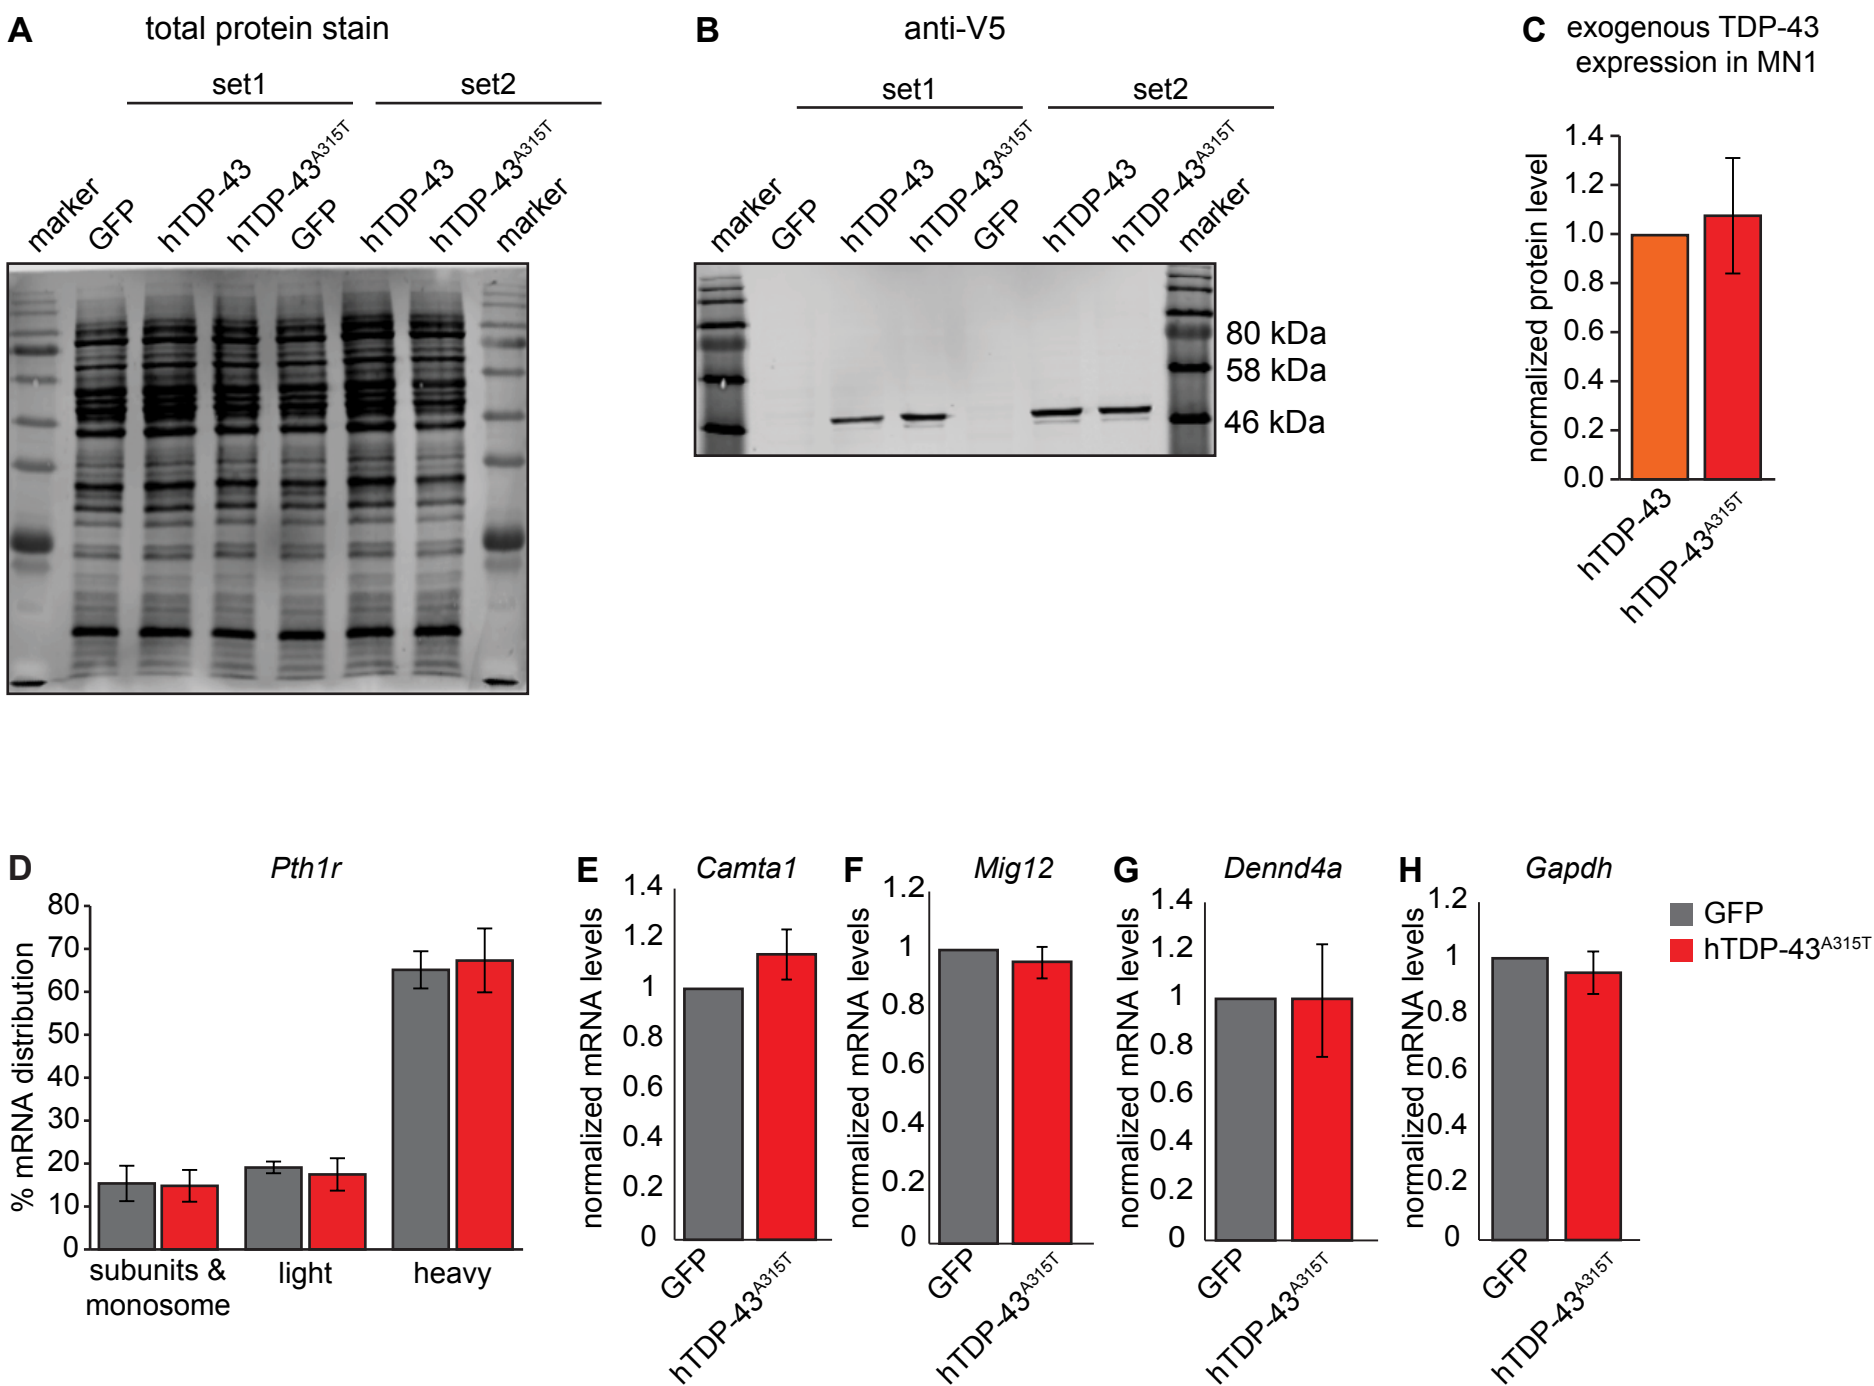

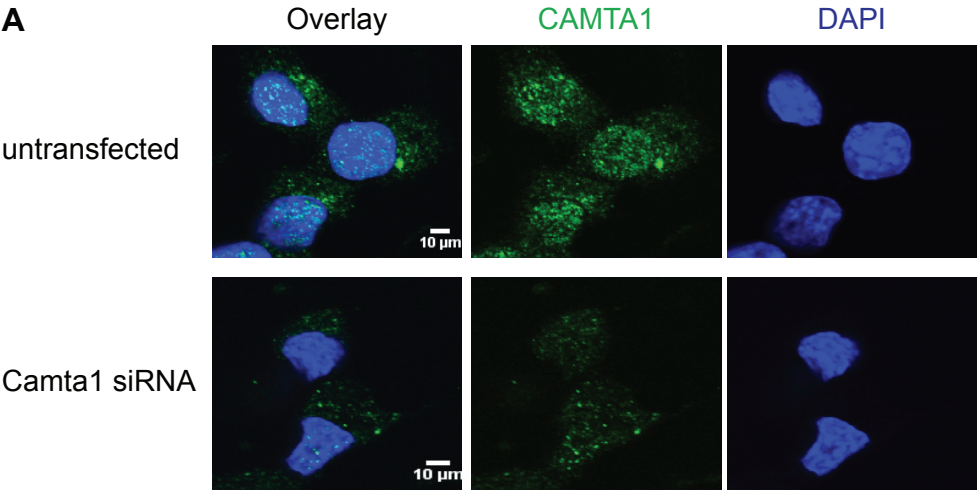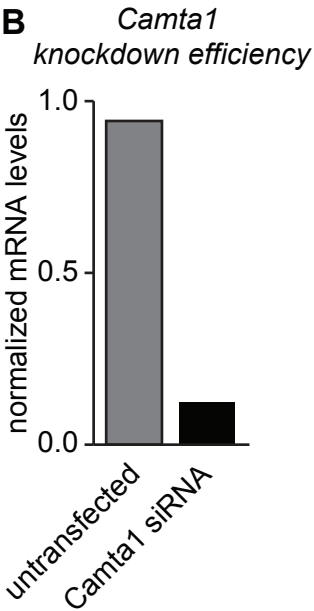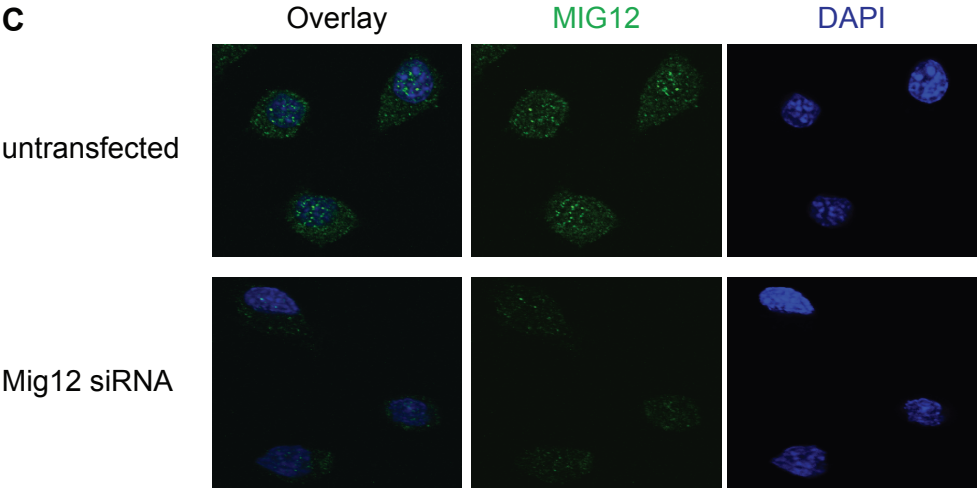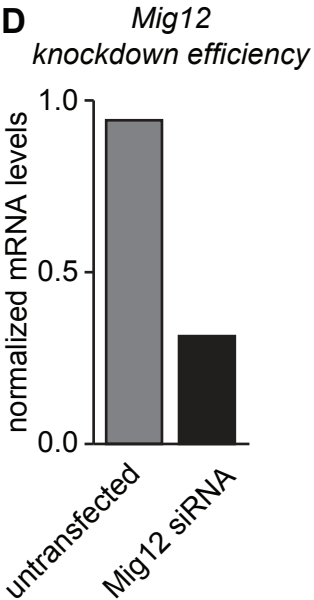

# SUPPLEMENTARY FIGURE 4 - Neelagandan et al

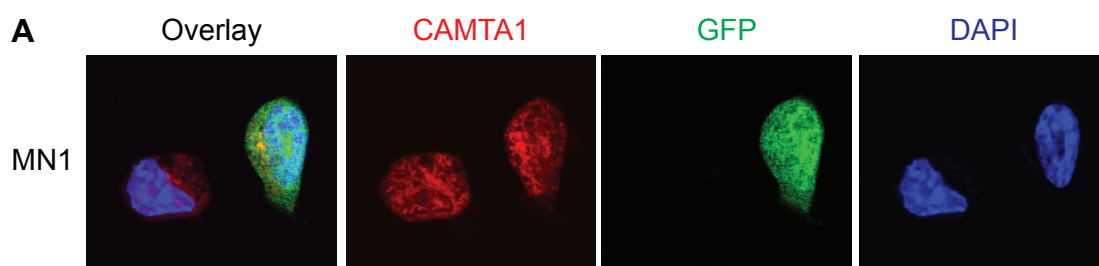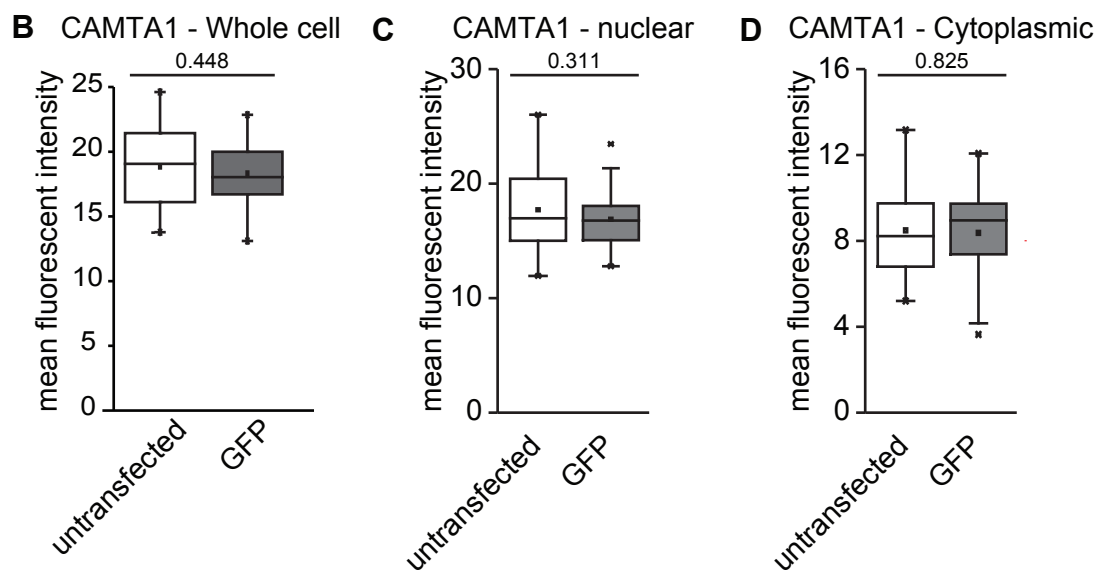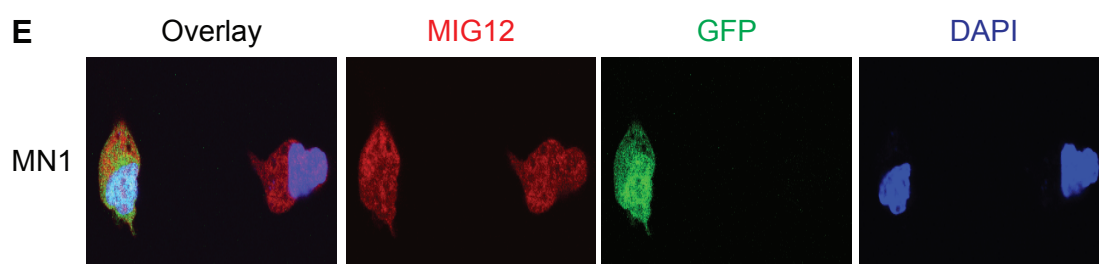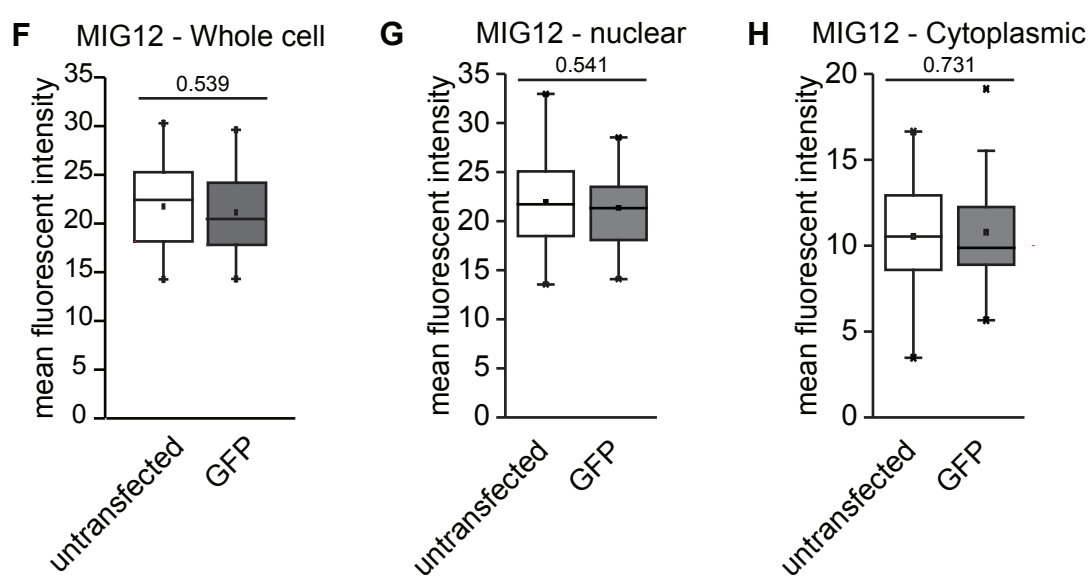

# SUPPLEMENTARY FIGURE 5 - Neelagandan et al

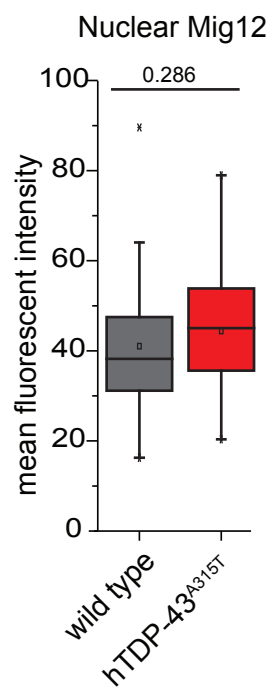

## SUPPLEMENTARY FIGURE AND TABLE LEGENDS

### Supplementary Figure 1: hTDP-43, hTDP-43<sup>A315T</sup>, and total TDP-43 protein expression levels in ribosome profiling experiments

(A) Western blot comparing the levels of exogenous protein and endogenous protein in cells transfected with GFP, hTDP-43-V5, or hTDP-43<sup>A315T</sup>-V5. The blot shows reduction of endogenous TDP-43 upon transfection of hTDP-43 or hTDP-43<sup>A315T</sup> implying only a modest increase in levels of total TDP-43 in transfected cells. (B) Representative blot showing similar levels of expression of transiently transfected hTDP-43-V5 and hTDP-43<sup>A315T</sup>-V5 protein in MN1 cells from replicates 1 and 2 used to generate ribosome profiling data. (C) Normalized protein levels of exogenous TDP-43 in transfected MN1 cells, derived from B. (n=2, error bars show deviation from the average for hTDP hTDP-43<sup>A315T</sup> samples). Note the highly similar expression levels. (D) Representative blot showing expression of transgene-derived hTDP-43 and Flag-hTDP-43<sup>A315T</sup> protein, as well as total TDP-43 protein in primary cortical neurons used for ribosome footprint profiling. (E) Normalized protein levels of exogenous TDP-43 from all three replicates used to generate ribosome footprint libraries (n=3, s.e.m error bars, *P*-values indicated).

### Supplementary Figure 2: hTDP-43-V5 and hTDP-43<sup>A315T</sup>-V5 expression levels in polysome profiling assays and analysis of mRNA levels for *Camta1*, *Mig12* and *Dennd4a*

(A-B) Immunoblots of transfected MN1 cells for replicates used to generate polysome profiles in Figure 1F-I and Figure 3. (A) Total protein staining. (B) Western blot probed for V5, showing similar expression of exogenous proteins, hTDP-43-V5 and hTDP-43<sup>A315T</sup>-V5. (C) Normalized protein levels of exogenous TDP-43 obtained from quantification of blot in B normalized to total protein shown in A (n=2, error bars show deviation from average). (D) Plot showing distribution of *Pth1r* mRNA across the gradient. Graphs showing mRNA levels of *Camta1* (E), *Mig12* (F), *Dennd4a* (G) and *Gapdh* (H) in the input material for polysome profiling (n=2, error bars show deviation from average, values normalized to 18s rRNA). Note the similarity of the levels, consistent with the original ribosome profiling data.

### Supplementary Figure 3: Validation of CAMTA1 and MIG12 antibodies in immunofluorescence

(A) Immunostaining of MN1 untransfected control and cells transfected with *Camta1* siRNA after 72 hours of knock down stained for CAMTA1 (green) and DAPI (blue). (B) Knockdown efficiency of CAMTA1 measured by qRT-PCR and normalized to *Gapdh*. (C) Immunostaining of MN1 untransfected control and cells transfected with *Mig12* siRNA after 72 hours of knock down stained for MIG12 (green) and DAPI (blue). (D) Knockdown efficiency of MIG12 measured by qRT-PCR and normalized to *Gapdh*. Note the significant decrease in IF signal for both CAMTA1 and MIG12 after siRNA knockdown, implying specific detection of these proteins in MN1 cells under our IF conditions.

### Supplementary Figure 4: GFP transfected MN1 cells do not show any changes in CAMTA1 and MIG12 protein levels

(A-D) Immunostaining for CAMTA1 with MN1 cells transfected with pEGFP-C1 plasmid. (A) Representative images showing staining for CAMTA1 (red) and DAPI (blue). Intensity of CAMTA1 in the whole cell (B), nucleus (C), and cytoplasm (D) (n= 30-35 cells each; *P*-value indicated in each plot; unpaired two-tailed t-test). (E-H) Immunostaining for MIG12 with MN1 cells transfected with pEGFP-C1 plasmid. (E) Representative images showing staining for MIG12 (red) and DAPI (blue). Intensity of MIG12 in the whole cell (F), nucleus (G) and in cytoplasm (H) (n= 36, 40 cells; *P*-values indicated in each plot; unpaired two-tailed t-test).

**Supplementary Figure 5: MIG12 protein levels do not change in the nucleus of primary cortical neurons expressing TDP-43<sup>A315T</sup>**

Mean fluorescence intensity of MIG12 in the nuclei of DIV-2 primary cortical neurons (two-tailed t-test, *P*-values indicated in the plot).

Supplementary Table 1: Read counts from RNA-Seq and ribosome footprint data sets from MN1 and primary neurons

Supplementary Table 2: Data quality based on read count distribution along 5'UTR, CDS and 3'UTR in total mRNA and footprints for all samples

Supplementary Table 3: List of differentially expressed genes in ribosome footprints from MN1 cells

Supplementary Table 4: List of differentially expressed genes in total mRNA from MN1 cells

Supplementary Table 5: List of differentially expressed genes in ribosome footprints from primary neurons

Supplementary Table 6: List of differentially expressed genes in total mRNA from primary neurons

Supplementary Table 7: CLIP data summary showing  $C_i$  values and data analysis for target mRNAs from each biological replicate of CLIP experiments shown in Figure 4

Supplementary Table 8: TDP-43 (UG) repeat motifs in 5'UTR, CDS and 3'UTR of target mRNAs

Supplementary Table 9: Oligos used for cloning

How the deposited data were processed for this re-analysis (not part of the article)

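Ribosome footprints and total mRNA were sequenced from each culture, which gave 28 libraries in all. MN1 cells were transfected with GFP, hTDP-43 or hTDP-43 A315T (2 cultures each). Cortical neurons came from non-transgenic mice (2 cultures), mice expressing hTDP-43 (3 cultures) and mice expressing hTDP-43 A315T (3 cultures). Cell type, group, library type and replicate number of each library were taken from the sample labels and checked against the paper's description of the design. All libraries could be mapped, and all were used.

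The authors made the deposited values, which are raw counts of reads per gene, in several steps. Adapters were clipped with cutadapt, and only reads in which an adapter was found were kept. Reads that bowtie2 aligned to annotated non-coding RNAs were removed. The remaining reads were aligned to the mouse genome GRCm38 with TopHat2, with a number of mismatches that rose with the read length. The authors then counted reads on the exons of each gene with featureCounts, and the deposited counts are neither normalized nor pooled across replicates. The authors selected total mRNA by its poly(A) tail, which the footprints were not, so the library types differ in more than the protection by ribosomes. MN1 cells were treated with cycloheximide before lysis and neurons were not, by the paper's methods, so a difference between the cell types can also follow from the protocol. Reads that match more than 1 gene copy, such as a gene and its processed pseudogene, can be lost or placed on the wrong copy in these steps, and counts of such genes are uncertain. Footprints on exons include those on UTRs, since the counts are per gene.

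Each table lists 45513 genes, and no pair of libraries had identical counts. Of these genes, 44671 have a biotype in the GENCODE M21 annotation of GRCm38, 21578 are protein-coding there, and 36662 have the same start and end in both. Gene symbols, coordinates and biotypes were taken from that annotation. Reads assigned to genes ranged from 332370 to 1219222 per MN1 footprint library (median 740239.5), from 1328528 to 2988339 per MN1 total mRNA library (median 1816461), from 166064 to 2528820 per neuron footprint library (median 809229.5) and from 600385 to 6969578 per neuron total mRNA library (median 3331547.5). The expression that 3 counts represent is between 1.1863 and 18.0653 CPM in neuron footprint libraries and between 2.4606 and 9.0261 CPM in MN1 footprint libraries, and genes below that level could not be measured.

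Each pair of groups was compared separately for footprints and for total mRNA with edgeR 4.0.16 in R 4.3.3. Only the libraries of the 2 groups entered a fit. Genes were kept by edgeR's filter (minimum count 10, minimum total count 15), library sizes were scaled by TMM, the dispersion was estimated from the design, and the quasi-likelihood test gave p-values that were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p below 0.05 were counted in both directions. The paper used DESeq, which was not available, and DESeq2 1.42.0 took its place among the alternatives. Translational efficiency was tested as the interaction of library type and group, in 1 fit over footprint and total mRNA libraries. The difference between the cell types was tested as the interaction of cell type and hTDP-43 A315T against the control (GFP or WT) in footprints. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the test statistic F. They are not given where the unadjusted p is above 0.9, since the formula is unstable there, which was decided after seeing the values. CPM values are on the TMM scale over all libraries of a cell type and library type, with a prior count of 2 wherever logarithms were taken for correlations, replicate SDs and principal components.

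Cultures of different groups share replicate numbers in the labels, so each comparison was also fitted with the replicate number as a block. Within a cell type, libraries of the same number also carry the same date in the labels, apart from the year of a GFP footprint library of MN1 cells. For the interaction of footprints and total mRNA the block was the culture. For the interaction with cell type, the replicate numbers of the cell types were treated as separate blocks, a detail that was settled after the files arrived. To check the pairing, the deviations of libraries from their group means were correlated across genes between libraries of different groups, for pairs with the same and with different replicate numbers. The mean correlation for the same number was 0.3356 in MN1 footprints, 0.4418 in MN1 total mRNA, 0.1202 in neuron footprints and 0.1706 in neuron total mRNA. Genes are not independent replicates, so these correlations have no test. The principal components were computed from the 2000 genes with the highest variance.

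Genes altered only in footprints were those past the threshold in footprints and not in total mRNA of the same comparison, in any of the 3 comparisons. Genes shared by the cell types were those past the threshold in at least 1 comparison of each. The genes named in the text were chosen by a rule. They are the genes the paper names in Table 1 and Table 2, its controls, mRNAs it describes as regulated by or tied to TDP-43, a set of 7 immediate-early genes, and for each comparison at most 5 genes with the largest change among those past the threshold whose CPM in every library of one group lay above those in every library of the other. Only Gm13886 was added by the last part of the rule.

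The alternatives were DESeq2's Wald test with its size factors, RLE size factors in edgeR, no filter on low counts (every gene with at least 1 count), all 3 groups of a cell type in 1 fit, the replicate block, protein-coding genes only, equal depth (every library thinned at random, with seed 7, to the shallowest library of its type in the fit), and each culture left out in turn. None was added after the files arrived. For runs of alternating U and G, the alternative was to use only the transcript with the longest coding sequence. A count of genes was taken as unchanged within a ratio of 1.5. Transcript sequences were compared with blastn 2.17.0, sequences were searched with python 3.11.15, and plots were drawn with matplotlib 3.10.9. limma 3.58.1 was loaded as part of edgeR and gave no result of its own.

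The fits were tested on simulated counts drawn from the means and library sizes of the real libraries, with a random set of genes changed by known fold changes. Without replicate effects, edgeR recovered 99.5% of the changed genes in MN1 footprints (2 against 2 cultures), 99% in neuron footprints (3 against 3) and 94% in the interaction, and DESeq2 recovered 89%. The share of false genes among those called was at most 4.62%. When replicate effects shared by the groups were added to the simulated counts, the fit without the block recovered 0% in MN1 footprints, 65% in neuron footprints and 0% in either interaction, DESeq2 recovered 46% in MN1 footprints, and the fit with the block recovered 98.5% in MN1 footprints and 95% in the interaction of footprints and total mRNA. In this setting the fit without the block had little power at 2 cultures per group. The added replicate effects were larger than is usual in the real footprint libraries. There, the median SD between replicates was 0.2516 in MN1 cells and 0.3183 in neurons on the log2 scale. All simulated genes had the same dispersion, so the simulation cannot show false calls that arise where genes differ in spread.

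Splits of the 6 neuron cultures of hTDP-43 and hTDP-43 A315T were refitted for all 10 ways to divide them into 3 and 3. Other comparisons have a group of 2 cultures, for which such splits were not counted. The polysome profiling, CLIP, reporter and protein experiments of the paper have no files among those analysed here, and no passage gives values for them. Footprint lengths, reading-frame periodicity and the position of footprints along genes need aligned reads and were not analysed here, nor was the mapping to coding sequences and UTRs of Supplementary Table S2.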

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

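Gm13886 was flagged because it is the only gene past the threshold in MN1 cells without a replicate block, and the paper does not discuss it, although its supplementary tables list it for MN1 total mRNA. It is a processed pseudogene (ENSMUSG00000083856) on chromosome 2 of GRCm38 from 104820179 to 104821361. With hTDP-43 A315T against GFP its log2 fold change was 4.293 in footprints (standard error 0.449, adjusted p = 0.00926 from edgeR's quasi-likelihood test) and 6.151 in total mRNA (standard error 0.437, adjusted p = 0.00177). With the replicate block these were 4.337 and 6.135. Its counts with GFP were 3 and 3 in footprints and 0 and 5 in total mRNA (replicates 1 and 2). With hTDP-43 they were 24 and 30 in footprints and 132 and 104 in total mRNA, and with hTDP-43 A315T 63 and 44, and 293 and 173. All 4 libraries of the hTDP-43 groups thus lay above both GFP libraries in each library type.

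A difference in library size was tested first. At the mean CPM of the hTDP-43 groups, the shallower GFP total mRNA library would hold 127.4 counts of Gm13886, where 0 were found, so depth is not the reason. Reads of the transfected human sequence were weighed next. The Gm13886 transcript is 94.18% identical to a mouse Tardbp transcript over 1202 nt, and the authors' alignment allowed mismatches, so reads of the human TDP-43 mRNA may have been counted on this copy. Both predictions were written after the result was seen. The human sequence is not in the reference used here, so the match of human reads to the pseudogene was not tested itself. The signal cannot be told apart from reads of the plasmid, and a change in the expression of the pseudogene was not tested in another way. In neurons, whose transgenes carry human TDP-43 too, Gm13886 had 30, 9 and 9 footprint counts with hTDP-43 A315T, 4, 1 and 0 with hTDP-43, and 2 and 2 in WT (log2 fold change 2.496 for hTDP-43 A315T against WT, standard error 0.674, adjusted p = 1).

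Camta1 was flagged because its footprint change from the control to hTDP-43 A315T differed between MN1 cells and neurons in a test of the difference itself. With the replicate block, the interaction with cell type was -2.102 on the log2 scale (neurons minus MN1 cells, standard error 0.349, adjusted p = 0.0125 from edgeR), and without the block -2.286 with an adjusted p of 1. For Dennd4a the interaction was -2.113 with the block (standard error 0.312, adjusted p = 0.00375) and -1.894 without it (adjusted p = 1). In MN1 cells, footprints of both genes rose in 2 of 2 replicates. With the block, 8 genes passed in this test, and without it 0.

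Library size does not account for these differences. With every library thinned to the shallowest, in the same fit as the block, the interaction was -2.138 for Camta1 (adjusted p = 0.000245) and -2.055 for Dennd4a (adjusted p = 0.00261). Large differences between replicates of a group were the other explanation. By the SD between replicates, Camta1 lay at percentile 60.63 of the genes tested in both cell types, as a mean of 99.83 in MN1 cells and 21.42 in neurons, and Dennd4a at 71.42 (87.73 and 55.12). These values lie between the limits set for that test and do not decide it. This SD includes differences that the groups share by replicate number, which the block removes. Camta1 footprints, for example, were higher in replicate 2 than in replicate 1 of all MN1 groups (99.42 against 30.13 CPM with GFP, 197.8 against 28.36 with hTDP-43 and 637.4 against 60.84 with hTDP-43 A315T). By the SD left after group and replicate number, Camta1 lay at percentile 63.96, as a mean of 95.36 in MN1 cells and 32.57 in neurons, and Dennd4a at 41.73 (60.57 and 22.89). For Dennd4a the mean is in the lower part of the genes, though the value in MN1 cells is not. An unusually large spread between cultures beyond the replicate number is thus not seen for Dennd4a. The gene was picked by the blocked fit, which favours a small spread, so this is not an independent test. For Camta1 the percentile does not decide. All 6 predictions were written after the values of the interaction had been seen. A stronger effect of hTDP-43 A315T on both genes in MN1 cells is the biological hypothesis. Without the pairing, it cannot be told apart from differences between replicates of a group for either gene, and with it, for Camta1, not from differences between the MN1 cultures. The cell types also differ in how the protein was expressed, in the control, and in the use of cycloheximide before lysis, and no test here separates these.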

How the results depend on the processing

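The mapping of the libraries, the design of each test, the rule for the genes that are named and the list of alternatives were set before the processed files arrived. Of 24 headline results, 1 was unchanged under every alternative, the longest run of alternating U and G (8 nt, also in the transcripts with the longest coding sequence). The alternatives gave 763 values, of which 552 were unchanged. Some of these had little room to change, such as the numbers of genes shared by the cell types with a culture left out. RLE size factors in place of TMM moved no headline result.

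The replicate block moved most results. It gave 54, 54 and 13 genes in MN1 footprints (hTDP-43 A315T against GFP, hTDP-43 A315T against hTDP-43 and hTDP-43 against GFP) where the main fit gave 1, 0 and 0, and 283, 76 and 47 genes in MN1 total mRNA where it gave 1, 0 and 1. In neurons, with 0 genes in every main fit, it gave 8, 15 and 5 genes in footprints and 35, 0 and 20 in total mRNA (in the same order, with WT as the control). The interaction of footprints and total mRNA gave 2, 4 and 0 genes in MN1 cells and 0 in neurons, and the interaction with cell type 8. Genes altered only in footprints numbered 65 in MN1 cells and 28 in neurons, and genes shared by the cell types 15 in footprints and 8 in total mRNA. The block is meant to take differences that the groups share by replicate out of the spread. In MN1 footprints of hTDP-43 A315T against GFP, the common biological coefficient of variation was 0.1647 without it and 0.07028 with it, and it also fell in the other MN1 comparisons and in neuron footprints. In neuron total mRNA it fell for hTDP-43 against WT (0.3536 to 0.1362), but rose for hTDP-43 A315T against WT (0.2934 to 0.3186) and hardly moved for hTDP-43 A315T against hTDP-43 (0.2123 to 0.21). The 35 genes of hTDP-43 A315T against WT therefore do not come from a smaller common spread. The pairing is taken from the labels, and libraries with the same number had a mean correlation of 0.3356 in MN1 footprints and 0.1202 in neuron footprints. In neuron total mRNA, the pairs of WT and hTDP-43 A315T had r of 0.2194 (replicate 2) and -0.1748 (replicate 3). In neurons, the block also removes replicate 1 from comparisons with WT, which has no culture of that number.

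Without the filter on low counts, and without the block, MN1 footprints had 45, 42 and 9 genes, MN1 total mRNA 16, 52 and 6, neuron footprints 78, 23 and 58, and neuron total mRNA 209, 70 and 50. The interactions had 8, 15 and 1 genes in MN1 cells, 88, 40 and 18 in neurons and 37 with cell type, the footprint-only genes numbered 54 and 91, and the shared genes 18 and 23. Some of these genes are ones that the filter removes, 14 of 78 and 15 of 58 in neuron footprints against WT, 60 of 209 in neuron total mRNA of hTDP-43 A315T against WT, and 0 to 8 in the other comparisons within a library type. The others are tested in the main fit too, and for them the spread used for testing changed. The median prior degrees of freedom, which set how far each gene's spread is drawn to the trend over all genes, were 4.748 to 12.64 in the main fits and infinite without the filter, so that a gene with very different replicates was tested with the spread of its neighbours in expression. The same holds for part of the blocked fits. The median was infinite with the block in neuron total mRNA of hTDP-43 A315T against WT (35 genes) and of hTDP-43 against WT (20 genes) and in MN1 total mRNA of hTDP-43 against GFP (47 genes). It was 207.6 in MN1 footprints of hTDP-43 A315T against hTDP-43 (54 genes) and 95.02 in those of hTDP-43 against GFP (13 genes). These numbers, and the small p-values of single genes in these fits, carry the same reservation. In the remaining blocked fits of MN1 cells the median was 19.38 to 29.75, above the main fits, so the reservation applies there to a lesser degree. A candidate explanation for most of the 45 genes in MN1 footprints and of the 78 in neuron footprints is therefore that the many genes with few counts hide the differences in spread between genes.

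DESeq2 gave 3, 1 and 1 genes in MN1 footprints, 3 and 11 in MN1 total mRNA (hTDP-43 A315T against GFP and against hTDP-43), 1 in neuron total mRNA of hTDP-43 A315T against WT, and 2 footprint-only genes in MN1 cells, Dennd4a and Kl. At equal depth, MN1 footprints had 2 genes in hTDP-43 A315T against GFP and 1 against hTDP-43, MN1 total mRNA 5 in hTDP-43 A315T against hTDP-43 and 0 in hTDP-43 against GFP, and 1 gene was altered only in footprints, Dennd4a. With protein-coding genes only, the pseudogene Gm13886 was not tested. MN1 footprints then had 0 genes in hTDP-43 A315T against GFP and 1 against hTDP-43, MN1 total mRNA 0 in hTDP-43 A315T against GFP and 0 in hTDP-43 against GFP, and Dennd4a was the 1 footprint-only gene. With all groups in 1 fit, MN1 footprints of hTDP-43 A315T against GFP had 0 genes.

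Leaving out cultures in turn gave from 10 to 65 genes across 4 fits in MN1 footprints of hTDP-43 A315T against GFP, 14 to 54 against hTDP-43 and 2 to 28 for hTDP-43 against GFP, and in MN1 total mRNA from 3 to 256, 17 to 334 and 1 to 3. With 1 culture left in a group, the spread comes from the other group alone. For neuron footprints the ranges were 0 to 3 across 5 fits (hTDP-43 A315T against WT), 0 to 2 across 6 fits (against hTDP-43) and 0 to 11 across 5 fits (hTDP-43 against WT). Neuron total mRNA of hTDP-43 A315T against WT had from 0 to 1573 genes across 5 fits, and 0 in each fit of the other comparisons. The interaction had from 0 to 2 genes in both hTDP-43 A315T comparisons of MN1 cells, 0 to 45 in neurons for hTDP-43 A315T against WT, 0 in the other comparisons and 0 to 3 with cell type across 9 fits. Footprint-only genes ranged from 15 to 64 across 6 fits in MN1 cells and from 0 to 11 across 8 fits in neurons. Shared genes ranged from 0 to 1 in total mRNA and were 0 in footprints across 14 fits. Each of these 14 fits left the other cell type at its main fit. The main fit has 0 genes in neurons and only Gm13886 in MN1 cells. The overlap could therefore not exceed 1 gene, so leaving out a culture does not test it.

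Among single genes, 79 values passed the threshold under an alternative and not in the main fit, 0 lost it, and 23 changed sign. Sspo in neuron footprints against WT was -0.2224 with DESeq2, -1.003 with the replicate block and -0.03768 at equal depth, against 0.07706 in the main fit, and ranged from -0.8481 to 1.56 across 5 fits that each left out a culture. Mid1ip1 in neuron total mRNA against WT was -0.3112 with the replicate block, and from -0.3099 to 0.319 with a culture left out. The other changes of sign came from leaving out a culture, in fits without the replicate block. In MN1 cells, the log2 fold change of Camta1 ranged from -0.0745 to 3.465 in footprints against GFP, from -0.7001 to 3.562 against hTDP-43, and from -1.619 to 1.546 in total mRNA against GFP. D630039A03Rik ranged from -0.4864 to 5.159 and E2f5 from -3.561 to 2.372 in MN1 footprints against GFP. Neuron values against WT were small or variable. Camta1 ranged from -0.02869 to 0.1639 in footprints, from -0.546 to 0.3083 in total mRNA and from -0.324 to 0.7246 in the interaction, and in footprints against hTDP-43 from -0.1335 to 0.08906. Dennd4a ranged from -0.4114 to 0.1361 in footprints, from -0.7548 to 0.346 in total mRNA and from -0.6473 to 0.9069 in the interaction, and Pip5kl1 from -1.268 to 0.262 in footprints.

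Some alternatives gave no value. Pth1r was not tested in neuron footprints of hTDP-43 A315T against hTDP-43, where the filter on low counts removed it, Gm25313 has no value with protein-coding genes only, and some genes fell under the filter at equal depth or with a culture left out. Depth also limits the neuron results, since 2 of the 3 hTDP-43 footprint libraries hold 192008 and 166064 reads. Equal depth thins every footprint library of a comparison with hTDP-43 to the smaller of these.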

Differences from the paper's values

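The number of genes past the threshold differed from the paper's in all 12 comparisons. Of 38 log2 fold changes that the paper's supplementary tables give for the genes of Table 1 and Table 2, 0 differed by more than the larger error. Both sides come from the same counts, and some errors are wide, such as 1.9 for D630039A03Rik in neuron footprints of hTDP-43 A315T against WT. Values that the paper gives for Pth1r in neuron footprints of hTDP-43 A315T against hTDP-43 and for D630039A03Rik in those of hTDP-43 against WT were not compared, because the filter on low counts removed these genes from the main fit.

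In MN1 footprints, the main fit gave 1 gene for hTDP-43 A315T against GFP, and the paper's value is 26. Of the alternatives set before the files arrived, leaving out GFP replicate 2 (22 genes) and leaving out hTDP-43 A315T replicate 2 (39 genes) came within 1.5 times of the paper's value, and the others did not. For hTDP-43 A315T against hTDP-43 it gave 0 genes against the paper's 17, and leaving out hTDP-43 A315T replicate 1 (14 genes) was the only alternative within that ratio. For hTDP-43 against GFP it gave 0 genes against the paper's 3, and only leaving out GFP replicate 2 (2 genes) came within it.

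In neuron footprints, the main fit gave 0 genes for hTDP-43 A315T against WT, against the paper's 46, and none of the alternatives closed the gap (78 genes without the low-count filter, 8 with the replicate block). For hTDP-43 A315T against hTDP-43 the values were 0 and the paper's 17, with 23 genes without the low-count filter and 15 with the replicate block as the only settings within the ratio. For hTDP-43 against WT they were 0 and the paper's 51, and only the fit without the low-count filter (58 genes) came within the ratio.

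In MN1 total mRNA, hTDP-43 A315T against GFP gave 1 gene against the paper's 8, and none of the alternatives closed the gap. hTDP-43 A315T against hTDP-43 gave 0 genes against the paper's 24, with 20 genes without hTDP-43 A315T replicate 1 and 17 without hTDP-43 A315T replicate 2 within the ratio and no other setting. hTDP-43 against GFP gave 1 gene against the paper's 5, and only the fit without the low-count filter (6 genes) was within it. In neuron total mRNA, the main fit gave 0 genes in each comparison. The paper's values are 77 for hTDP-43 A315T against WT and 10 for hTDP-43 A315T against hTDP-43. No alternative came within the ratio of these, and the fit without the low-count filter gave more genes than the paper (209 and 70). The paper's value is 39 for hTDP-43 against WT, where the fit without the low-count filter (50 genes) was the only one within the ratio.

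The lists also overlap to different degrees. Of the paper's 26 genes in MN1 footprints of hTDP-43 A315T against GFP, all 26 had the same direction in the main fit, 24 passed with the replicate block and 23 without the low-count filter. Of the paper's 46 genes in neuron footprints of hTDP-43 A315T against WT, 46 had the same direction, 2 passed with the block and 42 without the filter. In neuron footprints of hTDP-43 against WT, 47 of the 49 tested genes had the same direction. Over the paper's lists, the median absolute difference in log2 fold change was 0.00655 to 0.0858 in MN1 cells and 0.0916 to 0.447 in neurons.

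The paper describes the mRNAs of Table 1 as altered by hTDP-43 A315T in both cell types, and in the main fit 0 genes passed in both. With the replicate block, 15 genes passed in footprints of both, 3 of them from Table 1, and without the low-count filter 18, 6 of them from Table 1. It describes Dennd4a as altered in footprints and not in total mRNA, while with the replicate block the total mRNA of Dennd4a also passed in MN1 cells (log2 fold change 0.555 against GFP, adjusted p = 0.00737 from edgeR). In the main fit neither its footprints (adjusted p = 0.156) nor its total mRNA passed. Dennd4a was altered only in footprints of MN1 cells with DESeq2, with protein-coding genes only and at equal depth. Without the low-count filter it was altered only in footprints in at least 1 comparison, but its total mRNA passed in another. The paper reports no UG repeats above 5 nt in the mRNAs of Camta1, MIG12 and Dennd4a. The longest runs of alternating U and G found here had 8 nt in the 3′UTRs of Dennd4a and Mid1ip1 and 7 nt in Camta1.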

Other observations

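Splits of the neuron cultures. For hTDP-43 A315T against hTDP-43 in neurons, with 3 cultures each, 10 of the 10 splits of the 6 cultures gave as many genes as the real one in footprints, 10 of 10 in total mRNA and 10 of 10 in the interaction of both, since the real split gave 0 genes in each. With 10 splits the share cannot fall below 0.1. In footprints the splits that put both replicate 1 cultures on the same side gave 44, 52, 72 and 1 genes, and the other splits 0. One of them also gave 140 genes in total mRNA and another 2 in the interaction. Replicate 1 has the deepest libraries of these groups (2389229 and 2528820 footprint reads). Splits that follow replicate 1 thus gave more genes than the real one. In the real split each group has 1 culture of replicate 1, so the replicate adds to the spread within both groups and does not separate them. These predictions were written after the result was seen.

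Replicate differences of the shared genes. The 7 footprint genes that the paper's Table 1 lists for both cell types vary strongly between replicates. Among 7025 genes tested in both cell types, their SD between replicates of the same group had a median percentile of 97.7, as the mean of both cell types. None of 100000 random sets of 7 genes reached it (permutation p = 1e-05, the smallest this number of sets can give). The 7 genes were picked from these same libraries for differences between them, and the random sets were not matched for expression. A large SD may thus be partly built in, and the p-value cannot tell this apart from an unusual spread. The SD of D630039A03Rik was 2.703 in MN1 cells and 3.15 in neurons on the log2 scale, and that of E2f5 3.327 and 1.661, against a median of 0.2516 and 0.3183 over all genes. The pattern is consistent with an overlap of gene lists that arises in part from genes with a large spread, but the percentile does not exclude that hTDP-43 A315T acts on genes that also vary. The SD includes differences that the groups share by replicate number. All 7 genes passed in at least 1 comparison of MN1 footprints with the replicate block, and 3 in neuron footprints. The prediction was written after the spread of some of these genes had been seen. No biological explanation for the spread was tested.

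The replicate effect in footprints. The log2 ratio of replicate 1 to the other replicates correlated across 7025 genes between MN1 cells and neurons with a Spearman rho of 0.1932 (0.2607 in total mRNA across 9461 genes), which lies between the limits set for the test. A shared cause by replicate number may therefore contribute or not. In the labels, equal numbers of MN1 cells and neurons carry different dates, so the number alone does not show a common batch. In MN1 footprints the ratio of replicate 1 to replicate 2 had a rho of -0.09348 with GC content (8521 genes), below the limit set for a GC effect, and of 0.2395 with exon length (8535 genes), which leaves a length bias open. The predictions for GC content and length were written before their results were seen, that for the shared effect after. Genes are not independent replicates, and these 3 correlations have no test.

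Lars2 in total mRNA. Lars2 took the most reads in every total mRNA library, from 3.0861% to 18.8334%. A match to ribosomal RNA was tested as the reason, with a prediction written before the result. Among 66 ribosomal RNA sequences of the reference, the longest match to a Lars2 transcript was 31 nt at 93.548% identity. It meets the limit that had been set, but it lies in a transcript with a retained intron, and its partner is a small RNA that is only annotated as ribosomal. The reference holds 420 nt of the 28S ribosomal RNA, so most of that sequence was not searched. The reads on Lars2 cannot be told apart from ribosomal reads, and no biological explanation was tested.

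WT replicate 3. In neuron total mRNA of hTDP-43 A315T against WT, leaving out WT replicate 2, so that replicate 3 stood alone for WT, gave 1573 genes (748 up, 825 down), and leaving out WT replicate 3 gave 1. Lars2 had 18.8334% of the reads of WT replicate 3 and 3.0861% of those of WT replicate 2, and protein-coding genes 86.869% and 96.8805%. The WT library of replicate 3 may thus differ from the others for a technical reason, which would raise the spread in every comparison of neuron total mRNA with WT. The prediction was written after the number of genes was seen. The 2 WT cultures alone cannot tell which of them is the unusual one. By read composition, WT replicate 3 stands apart from most libraries. Of its sequenced reads 7.152% were assigned to exons, against 20.57% in WT replicate 2. The other neuron total mRNA libraries had 16.59% to 20.66%, except hTDP-43 replicate 3 (8.972%). Whether this composition causes the difference in gene numbers was not tested. hTDP-43 replicate 3 had a high share of Lars2 as well (14.1468%), hTDP-43 A315T replicate 3 did not (3.2448%).

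Immediate-early genes. The neuron footprints of 7 immediate-early genes (Fos, Fosb, Egr1, Arc, Npas4, Nr4a1 and Nptx2) were higher in hTDP-43 A315T than in WT by a mean of 1.188 on the log2 scale, 7 of 7 up, and not against hTDP-43 (-0.08313). Against hTDP-43 the mean over 6 genes was -0.8949 without hTDP-43 A315T replicate 1 and 1.05 without hTDP-43 replicate 1. With the replicate block it was 0.177 over 7 genes, 5 of 7 up. Only the transgenic groups have a replicate 1. Without hTDP-43 A315T replicate 1 the mean against WT was 0.2412 over 6 genes, 5 of them up, as Fosb fell under the filter. The same 6 genes had a mean of 1.032 with all cultures. With the replicate block, which compares hTDP-43 A315T with WT within replicates 2 and 3, the mean was 0.4294, 7 of 7 up. For hTDP-43 against WT the mean over 6 genes was 1.128 without the block and -0.03253 with it (3 of 6 up). The missing WT culture in replicate 1 is a candidate explanation for most of the difference. What remains with the block does not come from it, but none of the 7 genes passed there, so an effect of the transgene stays open. The prediction on the missing WT culture was made after the gene values had been seen.

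Tardbp. The mouse gene of TDP-43 had 286.4 ± 28.9 CPM in MN1 total mRNA with GFP, 472.3 ± 58.4 with hTDP-43 and 466 ± 26.7 with hTDP-43 A315T (SD, n = 2 each). The log2 fold changes were 0.7242 for hTDP-43 (standard error 0.153, adjusted p = 1) and 0.7096 for hTDP-43 A315T against GFP (standard error 0.133, adjusted p = 0.849), and with the replicate block 0.719 (adjusted p = 2.63e-15 from edgeR, with infinite median prior degrees of freedom) and 0.7085 (adjusted p = 1.13e-05). In neurons it was -0.2597 for hTDP-43 A315T against WT (standard error 0.289). The counts on Tardbp can include reads of the human sequence, as for Gm13886, so they do not give the level of the mouse mRNA.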
